# Single-cell sequencing reveals the reproductive variations between primiparous and multiparous Hu ewes

**DOI:** 10.1186/s40104-023-00941-1

**Published:** 2023-11-14

**Authors:** Ting Ge, Yifan Wen, Bo Li, Xiaoyu Huang, Shaohua Jiang, Enping Zhang

**Keywords:** Granulosa cells, Hu sheep, Lambing number, Ovarian somatic cells, Single-cell RNA sequencing

## Abstract

**Background:**

In the modern sheep production systems, the reproductive performance of ewes determines the economic profitability of farming. Revealing the genetic mechanisms underlying differences in the litter size is important for the selection and breeding of highly prolific ewes. Hu sheep, a high-quality Chinese sheep breed, is known for its high fecundity and is often used as a model to study prolificacy traits. In the current study, animals were divided into two groups according to their delivery rates in three consecutive lambing seasons (namely, the high and low reproductive groups with ≥ 3 lambs and one lamb per season, *n *= 3, respectively). The ewes were slaughtered within 12 h of estrus, and unilateral ovarian tissues were collected and analyzed by 10× Genomics single-cell RNA sequencing.

**Results:**

A total of 5 types of somatic cells were identified and corresponding expression profiles were mapped in the ovaries of each group. Noticeably, the differences in the ovary somatic cell expression profiles between the high and low reproductive groups were mainly clustered in the granulosa cells. Furthermore, four granulosa cell subtypes were identified. GeneSwitches analysis revealed that the abundance of *JPH1* expression and the reduction of *LOC101112291* expression could lead to different evolutionary directions of the granulosa cells. Additionally, the expression levels of *FTH1* and *FTL* in mural granulosa cells of the highly reproductive group were significantly higher. These genes inhibit necroptosis and ferroptosis of mural granulosa cells, which helps prevent follicular atresia.

**Conclusions:**

This study provides insights into the molecular mechanisms underlying the high fecundity of Hu sheep. The differences in gene expression profiles, particularly in the granulosa cells, suggest that these cells play a critical role in female prolificacy. The findings also highlight the importance of genes such as *JPH1*, *LOC101112291*, *FTH1*, and *FTL* in regulating granulosa cell function and follicular development.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40104-023-00941-1.

## Background

Small ruminants, particularly native breed kinds, play a significant role to the livelihoods of a considerable part of human population from socio-economic aspects [1–3]. Thus, combined trials with emphasis on administration and genetic progress to improve animal outputs are of decisive significance [4–6]. Economical and biological efficiency of sheep production enterprises generally improves by increasing productivity and reproductive performance of ewes [7–11]. Hu sheep is a first-class protected local livestock breed in China and a world-renowned multiparous sheep breed. It has early sexual maturity, four seasons of estrus, two or three litters a year, and an average lambing rate of 277.4% [12]. Hu sheep are currently bred on a large scale in China's mutton sheep production system, and the litter size of ewes clearly impacts the economic efficiency.

The ovary, a critical reproductive organ consisting of follicles at several different developmental stages. The number of lambs produced is an important indicator of sheep fertility. It is also a complex quantitative trait regulated by genetic, epigenetic, and hormonal factors with a heritability of 0.03–0.10 [13]. The number of lambs produced by each ewe is influenced by the number of ovulations, and the ovulation can be genetically regulated by a single main effector gene or some micro-effector polygenes [14, 15], such as *BMPRIB* [16], *BMP15* [17], and *GDF9* [18].

The ovary is a heterogeneous organ co-regulated by multiple cells, which determines the complexity of ovarian function. Follicular development is a highly coordinated process in sheep. Follicle cyclic recruitment, spatial displacement, follicle atresia, and ovulation are implicated events resulting from the release of molecular signals by somatic cells. Cells have different functions in the specific biological cycle of the ovary and contribute to the maturation of follicles [19]. Previous studies have focused on the impact of follicles (including granulosa cells and oocytes) on ovarian function [20, 21]. There is a growing recognition of the functional role of ovarian somatic cells (endothelial cells, stromal cells, perivascular cells and immune cells) in follicular development [22, 23]. However, few studies have been conducted to investigate the effect of different cells in the ovary on reproductive performance in sheep. Therefore, establishing a functional analysis based on different ovarian cells and their specific physiological roles is important to explore the ovarian function and elucidate the mechanisms of differences in lambing number.

With the development of sequencing technologies, single-cell RNA sequencing (scRNA-seq) technology has been employed to detect the expression profiles of different tissue cells. Thousands of single-cells from a single biopsy can be analyzed by introducing unique molecular identifiers (UMI) in droplet-based protocols, reducing amplification errors and facilitating the detection of small populations of cells whose transcriptional programs are often not detected using bulk RNA sequencing [24]. ScRNA-seq technology revealed that at distinct developing stages of cells, the corresponding cell markers are different [25–27]. In addition, using this technology, studies have explored the different cellular functions and developmental trajectories of the ovary in humans and some model animals [28–30]. In sheep, this technique is currently being used to investigate sperm-related functions in males [31–33]. Whereas, there are few studies focus on ovary function of domestic animals with scRNA-seq. In the current study, this technique was conducted to explore the cellular mechanisms underlying differences in lambing number in Hu sheep.

In sheep breeds with high fecundity performance, five main causal genes control ovulation and lambing numbers [34]. However, except for the *FecB* locus in the *BMPR-1B* gene, all other loci are not associated with high fecundity traits in Hu sheep [34]. There is still a gap between the specific gene regulatory networks and lambing number. In this study, we utilized the 10× Genomics scRNA-seq technology to analyze ovarian tissue and explore the molecular mechanisms underlying high fecundity in Hu ewe, which provide new targets for molecular breeding and theoretical basis for further studies.

## Materials and methods

### Ethical statement

The present study was approved by the Animal Care and Use Committee of Northwest A&F University, China (Approval No. DK2021113). All methods and experimentations were performed in accordance with the relevant guidelines and regulations.

### Sheep management

The 6 estrus Hu ewes (average age: 3.6 years) were divided into 2 groups based on litter size from 3 consecutive parities. The highly reproductive group (HLS, *n* = 3, body weight: 40.16 ± 1.19 kg) comprised sheep with a litter size of  ≥ 3, while the lowly reproductive group (LLS, *n* = 3, body weight: 42.01 ± 0.31 kg) consisted of 3 sheep with a litter size of = 1. Sheep weight and production records are shown in Table S1(Additional file 1).

The 6 randomly selected ewes were slaughtered within 12 h of estrus. The ram test was used to determine the estrous status. Venous blood samples were collected before slaughter for testing blood biochemical and hormone levels. Unilateral ovarian tissues were collected, placed in a protective solution (MACS® Tissue Storage Solution, Miltenyi, Bergisch Gladbach, Germany), stored at 4 °C, and analyzed by scRNA-seq.

### Blood biochemical and hormone determination

Blood biochemical indicators were measured with an automatic biochemical analyzer (BK-280, Biobase, Shandong, China). Blood hormone concentration was tested according to the instructions of the estradiol ELISA kit (Kexing, Shanghai, China), luteinizing hormone ELISA kit (Kexing, Shanghai, China), follicle-stimulating hormone ELISA kit (Kexing, Shanghai, China), testosterone ELISA kit (Kexing, Shanghai, China) and progesterone ELISA kit (Kexing, Shanghai, China) (Table S2).

### ScRNA-seq

#### Sample preparation and library construction

The entire unilateral ovaries of Hu ewe were cut up, digested with collagenase 1 for 30 min and trypsin for 10 min, sieved, centrifuged, and lysed for cell counting. ScRNA-seq libraries were prepared with Chromium Single Cell 3' Reagent v3 Kits (10× Genomics, Pleasanton, California, USA) according to the manufacturer's protocol. In briefly, single-cell suspensions were loaded on the Chromium Single Cell Controller Instrument (10× Genomics, Pleasanton, California, USA) to generate single-cell GEMs. After generating GEMs, full-length cDNA was obtained through reverse transcription reactions engaged with barcoded, then disruption of emulsions by using the recovery agent and cDNA clean-up with DynaBeads Myone Silane Beads (Thermo Fisher Scientific, Waltham, Massachusetts, USA). cDNA was amplified by polymerase chain reaction (PCR). The amplified cDNA was fragmented, end-repaired, A-tailed, index adaptor-ligated, and library amplification. These libraries were sequenced on the MGISEQ-T7 platform (MGI Tech, Shenzhen, China).

#### Data preprocessing

The Cell Ranger software pipeline (v5.0.0) provided by 10× Genomics was used to demultiplex cellular barcodes, and reads were mapped to the genome and transcriptome using the STAR aligner and down-sample reads as required to generate normalized aggregate data across samples, producing a matrix of gene counts versus cells. The UMI count matrix was processed using the R package Seurat (v3.1.1) [35]. To remove low-quality cells and multiplet captures, a major concern in microdroplet-based experiments, a criterion was applied, including to filtering out cells with gene numbers less than 200, UMI less than 1,000, and log10GenesPerUMI less than 0.7. We discarded low-quality cells where > 10% of the counts belonged to mitochondrial genes, and > 5% of them belonged to hemoglobin genes. The DoubletFinder package (v2.0.2) [36] was applied to identify potential doublet. After applying these QC criteria, 41,150 single-cells were included in downstream analyses. Library size normalization was performed with the NormalizeData function in Seurat [35] to obtain the normalized count. The global-scaling normalization method “LogNormalize” normalized the gene expression measurements for each cell by the total expression and multiplied by a scaling factor (10,000 by default). The results were log-transformed.

Top variable genes across single-cells were identified using the method described by Macosko et al. [37]. The most variable genes were selected using the FindVariableGenes function (mean.function = FastExpMean, dispersion.function = FastLogVMR) in Seurat [35]. Principal component analysis (PCA) was performed to reduce the dimensionality with the RunPCA function in Seurat [35]. Graph-based clustering was performed to cluster cells according to their gene expression profiles using the FindClusters function in Seurat [35]. Cells were visualized using a 2-dimensional Uniform Manifold Approximation and Projection (UMAP) algorithm with the RunUMAP function in Seurat [35]. The FindAllMarkers function (test.use = presto) was used in Seurat [35] to identify marker genes of each cluster. For a given cluster, FindAllMarkers identified positive markers compared with all other cells.

Differentially expressed genes (DEGs) were identified using the FindMarkers function (test.use = presto) in Seurat. *P* value < 0.05 and |log_2_foldchange|> 0.58 were set as the threshold for significantly differential expression. Gene Ontology (GO) enrichment and Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathway enrichment analysis of DEGs were performed using R based on the hypergeometric distribution.

#### Pseudotime analysis

Pseudotime analysis was done with the Monocle2 package [38]. The raw count was converted from the Seurat object into the CellDataSet object with the import CellDataSet function in Monocle. The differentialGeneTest function of the Monocle2 package was used to select ordering genes (qval < 0.01), which were informative in the ordering of cells along the pseudotime trajectory. The dimensional reduction clustering analysis was performed with the reduce dimension function, followed by trajectory inference with the order. The cell function was done using default parameters. Gene expression was plotted with the plot_genes_in_pseudotime function to track changes over pseudo-time.

#### GeneSwitches analysis

GeneSwitches (v0.1.0) [39] was used to discover the sequence of gene expression turn-on and turn-off during cell state transitions at single-cell resolution. Gene expression data were binarized to a 1 (on) or 0 (off) state using the binarize_exp function (fix_cutoff = TRUE, binarize_cutoff = 0.05) from the GeneSwitches package. A mixture model of two Gaussian distributions was fitted to the input gene expression for each gene, which was used to calculate a threshold for binarizing the gene. Genes without a significant "on–off" bimodal distribution were removed, and the binary state of gene expression (on or off) was modeled using the find_switch_logistic_fastglm function (downsample = TRUE). The top 50 best-fit (high McFadden's Pseudo R^2^) genes were plotted along the proposed timeline. Genes turned on with the proposed time were shown above the horizontal axis. Genes that were turned off with the proposed time are shown below the horizontal axis.

### Histological observation

#### Hematoxylin and eosin staining

The ovary samples were fixed in 4% polyformaldehyde, embedded in paraffin, sectioned, and stained with hematoxylin and eosin (H&E) for the histologically observation ovarian tissues. SlideViewer 2.5.0 (3DHistech, Budapest, Hungary) was used for imaging.

#### Immunofluorescence staining

The sections of paraffin-embedded tissues were stained with Decorin antibody (sc-73896, Santa Cruz, Dallas, Texas, USA), VE-cadherin antibody (sc-9989, Santa Cruz, Dallas, Texas, USA), CD53 antibody (sc-9989, Santa Cruz, Dallas, Texas, USA), FSHR antibody (22665-1-AP, Proteintech, Rosemont, Illinois, USA), RGS5 antibody (11590-1-AP, Rosemont, Illinois, USA), and DAPI (C0060, Solarbio, Beijing, China) for immunofluorescence. SlideViewer 2.5.0 (3DHistech, Budapest, Hungary) was used for imaging.

### Statistical analysis

The Student's *t*-test was used for blood biochemical and cell types proportion data analysis by SPSS software, version 24.0. (IBM, Armonk, New York, USA). Statistical significance was set at *P* < 0.05.

## Results

### Blood biochemical and body weight of sheep

Twelve hours before sampling the ovaries, the venous blood samples were collected to evaluate the physiological status of the sheep. As shown in Table 1, the blood biochemical and body weight of sheep had no difference between the two groups.

**Table 1:** Blood biochemical of sheep

Item	LLS	HLS	*P*-value
TP, g/L	70.70 ± 2.61	76.03 ± 2.41	0.923
GLU, mmol/L	3.73 ± 0.29	3.27 ± 0.17	0.339
TC, mmol/L	1.98 ± 0.27	1.57 ± 0.26	0.980
HDL-C, mmol/L	1.41 ± 0.44	0.99 ± 0.24	0.373
LDL-C, mmol/L	0.80 ± 0.10	0.65 ± 0.09	0.953
TG, mmol/L	0.17 ± 0.04	0.20 ± 0.05	0.571
E_2_, ng/L	58.50 ± 6.38	58.59 ± 1.49	0.060
LH, ng/L	17.75 ± 2.44	13.84 ± 0.57	0.210
FSH, IU/L	32.53 ± 2.98	29.93 ± 3.84	0.511
T, nmol/L	7.42 ± 0.19	5.86 ± 0.10	0.328
Prog, pmol/L	941.88 ± 46.44	1,057.59 ± 152.12	0.057

*E*_*2*_ Estradiol, *FSH* Follicle-stimulating hormone, *GLU* Glucose, *HDL-C* High-density lipoprotein cholesterol, *LDL-C* Low-density lipoprotein cholesterol, *LH* Luteinizing hormone, *Prog* Progesterone, *TC* Total cholesterol, *TG* Triglycerides, *T* Testosterone, *TP* Total protein

### Clustering and identification of the ovarian somatic cells

In this study, ovaries were obtained from 6 ewes (3 replicates in each group) with different litter sizes, and subjected to H&E staining was performed for ovary structure observation. In the ovary, follicles were observed in different developmental states in both groups (Fig. 1A), which means that our subsequent analysis covers all cell types from various developmental states during estrus.

**Fig. 1:**
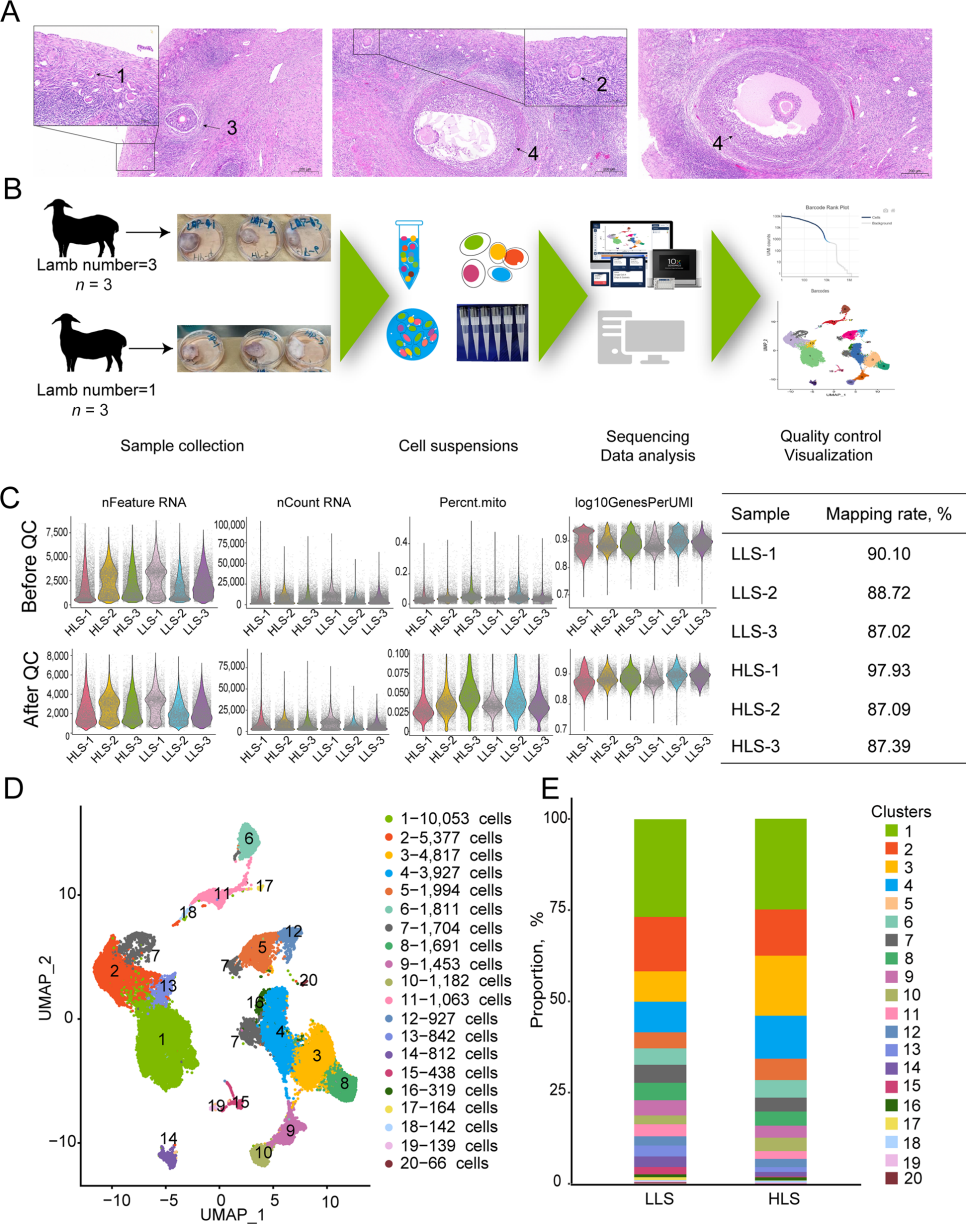
Single cell transcriptome sequencing of somatic cells in Hu sheep ovary. **A** H&E staining of the ovary; 1, Primordial follicle; 2, Growing follicle; 3, Antral follicle; 4, Graafian follicle. **B** Procedure of ovary single-cell transcription sequencing. **C** Quality control of single-cell transcriptome data. **D** UMAP of ovary single-cell transcription sequencing data and clusters distribution in HLS and LLS groups

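One ovary of each of 6 Hu ewes, 3 in the HLS group and 3 in the LLS group, gave 1 library each of droplet-based single-cell RNA sequencing. In this assay every captured RNA molecule carries the barcode of its droplet and a unique molecular identifier (UMI), so that molecules rather than reads are counted. The authors mapped the reads with Cell Ranger, which uses the STAR aligner, and deposited for each ewe the raw number of UMI of each gene in each barcode, without normalization. These counts hold 9135, 8789 and 8839 barcodes in HLS replicates 1, 2 and 3, and 7992, 8777 and 8758 barcodes in LLS replicates 1, 2 and 3. The total UMI count was 66078867, 70642256 and 62559119 in the 3 HLS ewes and 75549906, 43329214 and 60183139 in the 3 LLS ewes. The median UMI count of a deposited barcode ranged from 3192 in LLS replicate 2 to 8350 in LLS replicate 1. The filters of the study were applied to these counts, doublets were removed with another caller than the study's, the cells were clustered again, and each cluster was named from marker genes with the ending -like. For tests between HLS and LLS the UMI of all cells of one type were summed per ewe, so that the ewe and not the cell was the replicate. The rebuilt names can place a cell in another type than the study did, which can change shares and counts.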

The ovaries were digested for 10× genomic scRNA-seq (Fig. 1B). 

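Of 52290 deposited barcodes, 7385 had fewer than 1000 UMI and 8356 had more than 10% mitochondrial UMI, each filter counted on its own, and 38464 passed all filters. After 1936 barcodes that resembled simulated doublets were removed (5.03% of those that passed), 36528 cells were retained. A mitochondrial limit of 20% moved this number most and retained 40429 cells.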

After critical cell filtration, 38,921 cells were collected. 

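HLS replicates 1, 2 and 3 kept 5408, 6969 and 5572 cells, and LLS replicates 1, 2 and 3 kept 6263, 5212 and 7104 cells. The mean UMI count of a retained cell was 10459, 8842 and 8987 in the 3 HLS ewes and 10635, 6828 and 7239 in the 3 LLS ewes. The ranges of both groups overlapped for cell number and for depth.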

The number of cells obtained from every sample ranged from 5,796 to 7,335, and the average number of UMI in each cell ranged from 6,227 to 10,384. The average number of genes in each cell ranged from 2,160 to 3,003, and the average proportion of mitochondrial UMI in each cell ranged from 0.0330 to 0.0480 (Fig. 1C). 

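After re-filtering of the deposited counts, the mean number of genes detected in a cell was 2568, 2684 and 2631 in the HLS ewes and 3056, 2285 and 2388 in the LLS ewes. The mean mitochondrial share ranged from 0.0416 in HLS replicate 2 to 0.0602 in HLS replicate 3.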

Mapping rate of every sample was higher than 85%, indicating the reliability of the scRNA-seq data of this study. 

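Clustering of the 36528 cells on 30 principal components with the Leiden algorithm at a resolution of 0.8 gave 32 clusters. The number depended on the resolution, with 22 clusters at 0.5 times and 40 clusters at 2 times this value, and it was 31 when called doublets were kept. No correction between ewes was applied, and 9 of the 32 clusters drew more than 50% of their cells from 1 ewe. Cluster 3, with 4129 endothelial-like cells, held 1822 cells of HLS replicate 2 and 2282 cells of LLS replicate 1 and 25 cells of the other 4 ewes.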

Based on the sequencing data, a seurat-based workflow was used for cell clustering, and a total of 20 clusters (C) were identified by the uniform manifold approximation and projection (UMAP) analysis (Fig. 1D). 

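Of the 32 clusters, 30 held cells of both groups and 28 held cells of all 6 ewes. When the expression of each gene was centred per ewe before the principal components, 33 clusters were found.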

All clusters were present in HLS and LLS groups (Fig. 1E).

We characterized ovarian somatic cell types by existing cell markers provided by reference. The cells in C1, C2, C7-1, C13, and C14 were endothelial cells with high expression levels of marker genes, including *CDH5*, *CD34*, *VWF*, *FLI1*, and *MMRN1* [40]. 

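In cells named endothelial-like, CDH5 stood at 3.93 ± 1.05 UMI per 10000 UMI (mean ± SD, n = 6 ewes), CD34 at 4.71 ± 2.47, VWF at 6.28 ± 2.12, FLI1 at 2.91 ± 0.709 and MMRN1 at 1.10 ± 0.904. Each of the 5 genes was highest in endothelial-like cells among the 5 main types. The nearest other types were stromal-like cells for CD34 (1.13 UMI per 10000) and immune-like cells for FLI1 (0.799). These genes are among the markers that gave the cells their name, so their order describes the name and does not test it. The median depth was 8676 UMI in endothelial-like cells and 3119 UMI in immune-like cells.

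**Figure D1:**
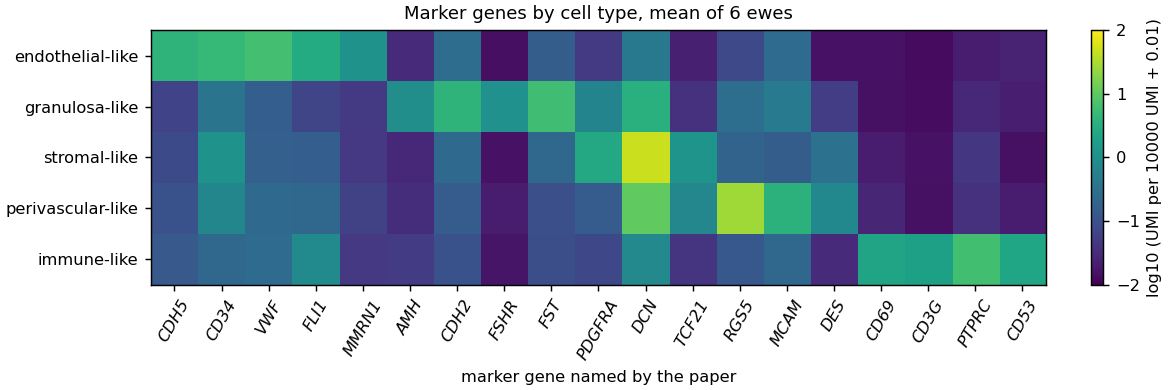
Level of each marker gene the paper names in the 5 main cell types, as the mean over 6 ewes on a log scale by colour, with genes on the horizontal axis and types on the vertical axis. Each gene is highest in the type it names, with DCN in stromal-like cells at 47.1 UMI per 10000 the highest level.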

Granulosa cells (GCs) (C5, C7-2, and C12) were recognized by the expression levels of *AMH*, *CDH2*, *FSHR*, and *FST* [41, 42]. 

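The granulosa-like cells held 0.933 ± 0.711 UMI of AMH per 10000 UMI (SD, n = 6 ewes), 4.02 ± 1.33 of CDH2, 1.04 ± 0.185 of FSHR and 6.01 ± 2.79 of FST. All 4 levels were the highest among the main types. AMH varied most between ewes, with an SD close to its mean. One granulosa-like cluster of 872 cells had a marker score of 0.362 and 0 granulosa markers among its leading genes, so its name is less sure.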

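In stromal-like cells, theca-like cells included, the level per 10000 UMI was 2.58 ± 0.910 for PDGFRA, 47.1 ± 19.2 for DCN and 1.18 ± 0.140 for TCF21 (SD, n = 6 ewes). Perivascular-like cells came next for DCN (10.4) and TCF21 (0.702), and granulosa-like cells for PDGFRA (0.626).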

According to the high expression levels of *PDGFRA, DCN*, and *TCF21*, cells in C3, C4, C7-3, C8, and C16 were identified as ovarian stromal cells [43]. Cells in C9 and C10 were annotated as perivascular cells based on the high expression of typical cell markers *RGS5, MCAM,* and *DES* [44]. 

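RGS5 reached 26.8 ± 9.95 UMI per 10000 UMI in perivascular-like cells (SD, n = 6 ewes), MCAM 3.66 ± 1.12 and DES 0.729 ± 0.186. DES was the weakest of these markers and was next highest in stromal-like cells, at 0.310.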

The immune cells (C6, C11, C17, and C18) recognized by expression levels of *CD69*, *CD3G*, *PTPRC* and *CD53* [41]. 

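CD69 stood at 2.16 ± 0.527 UMI per 10000 UMI in immune-like cells (SD, n = 6 ewes), CD3G at 1.87 ± 0.357, PTPRC at 6.09 ± 1.42 and CD53 at 2.22 ± 0.313. Each of the 4 was highest in immune-like cells, although these cells had the lowest median depth of the 5 main types.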

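Of the cells outside the 5 main types, 303 were named epithelial-like, 89 Schwann-like and 416 B cell-like. The name is unsure for 156 of the B cell-like cells, which sat in a cluster with a marker score of 0.387 and 0 B cell markers among its leading genes, and 133 of these came from LLS replicate 2. DCDC2 and MUC16 were high in epithelial-like cells, at 5.01 ± 1.02 and 3.56 ± 1.43 UMI per 10000 UMI (SD over the 4 ewes with at least 10 such cells). CDH19 stood at 12.3 ± 4.12 in Schwann-like cells (SD, n = 3 ewes), and MZB1 and VPREB3 at 2.91 ± 1.60 and 1.20 ± 0.783 in B cell-like cells (SD, n = 6 ewes).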

The gene signatures of cells in C15, C19, and C20 were *DCDC2*, *MUC16*, *MPZ*, *CDH19*, *MZB1*, and *VPREB3.* The specific cell type related to these markers is rarely reported. Thus, these cells were identified as “unknown cells” (Fig. 2A). The immunofluorescence results also confirmed the expression and localization of different cell types (Fig. 2B and C). After cell type identification, five cell types of ovarian somatic from Hu-sheep were identified, and the cell number of endothelial cells, GCs, stromal cells, perivascular cells, and immune cells were 17,921, 3,214, 11,328, 2,635, and 3,180, respectively.

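The rebuilt names gave 14697 endothelial-like cells (40.2% of the 36528 retained cells), 2878 granulosa-like (7.88%), 9856 stromal-like (27.0%, with 1525 theca-like cells among them), 2584 perivascular-like (7.07%) and 2690 immune-like cells (7.36%). A further 1680 cells sat in clusters led by cell cycle genes, 107 were aGC-like, and 1228 had no type, as they sat in 3 clusters without a name or among the 523 cells left out of the granulosa cells as led by another type.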

**Fig. 2:**
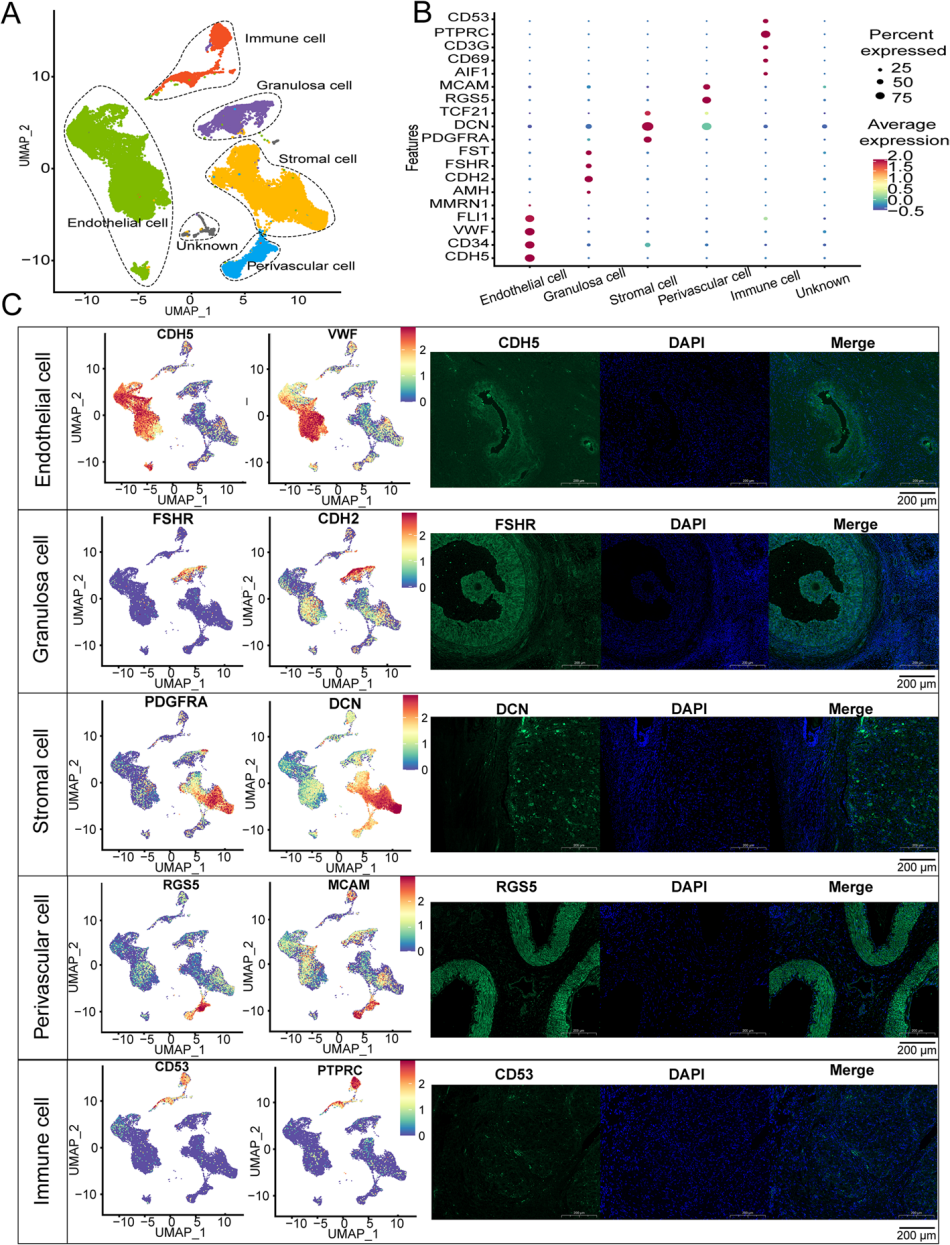
Identification of somatic cells in Hu sheep ovary. **A** Identification result of five different cell types on UMAP. **B** Dot plot of different cell marker gene expression levels. **C** Representative marker genes’ feature plot and immunofluorescence of ovary somatic cell, green indicates gene, and blue indicates DAPI. Scale bar: 200 μm

### Ovarian somatic cell expression profiles during estrus

We collected high-variable genes (Top 300) of each cell type for GO and KEGG enrichment analysis. The top 3 GO terms and KEGG pathways are shown in Fig. 3. GO and KEGG enrichment data uncovered the typical cell function and confirmed the cell type identification results. 

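The sums per ewe and type were scaled to CPM (the count of a gene relative to the total of its sum), and the mean log2 CPM over sets of genes written by gene name was set against the mean of the other 4 types in the same ewe. Oxidative phosphorylation (60 genes) lay 0.21 above the other types in granulosa-like cells (SD 0.15, higher in 6 of 6 ewes, exact sign-flip test p = 0.03125, the smallest that 6 ewes allow, adjusted p = 0.0485). In stromal-like cells it lay 0.17 above (SD 0.24, higher in 4 of 6 ewes), with an exact p of 0.156. Cholesterol biosynthesis (16 genes) was 1.45 above the other types in granulosa-like and 0.66 above in stromal-like cells, in 6 of 6 ewes both times. Glycolysis (16 genes) was 0.34 above in granulosa-like cells and fell by 0.19 in stromal-like cells, again in 6 of 6 ewes, and it was highest in immune-like cells at 0.63. Endothelial-like cells were lowest in all 3 sets. Scaling to total UMI without TMM factors moved the immune-like cells, where glycolysis fell from 0.63 to 0.42, below the 0.46 of granulosa-like cells, so the type with the most glycolysis depends on the scaling. Sets of amino acid metabolism were not analysed here.

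**Figure D2:**
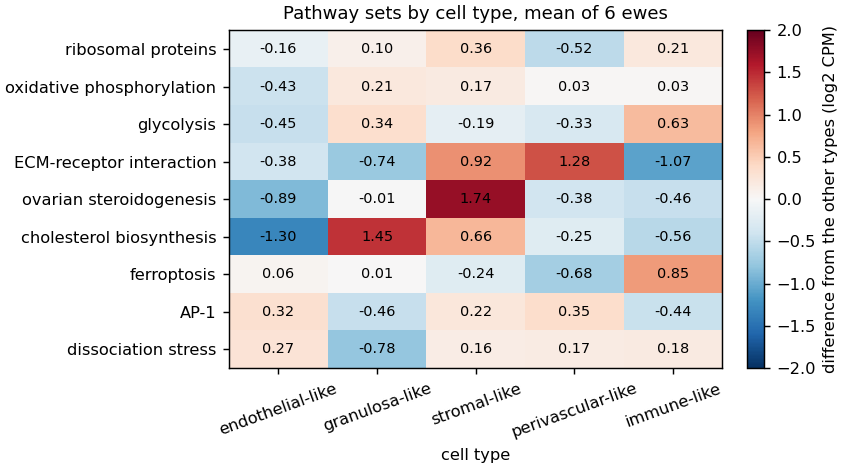
Mean log2 CPM of each gene set in each cell type minus the mean of the other 4 types of the same ewe, as the mean over 6 ewes by colour, with types on the horizontal axis and sets on the vertical axis. Cholesterol biosynthesis is highest in granulosa-like cells (1.45) and ovarian steroidogenesis in stromal-like cells (1.74), theca-like cells included.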

Numerous pathways related to metabolism (energy, amino acid, carbohydrate, and lipid) occurred in GCs and stromal cells, which was indicated during estrus. GCs and stromal cells underwent a very energetic metabolism for follicle development and maturation. Some key pathways were enriched in certain cells during estrus. The “AMP-activated protein kinase (AMPK)” pathway is only enriched in GCs. “Forkhead box O (FoXo) signaling” pathway is enriched in GCs and stromal cells. “Phosphoinositide-3 kinase (PI3K)-Akt signaling” pathway enriched in endothelial and perivascular cells. The “Mitogen-activated protein kinase (MAPK) signaling” pathway enriched in endothelial and immune cells.

**Fig. 3:**
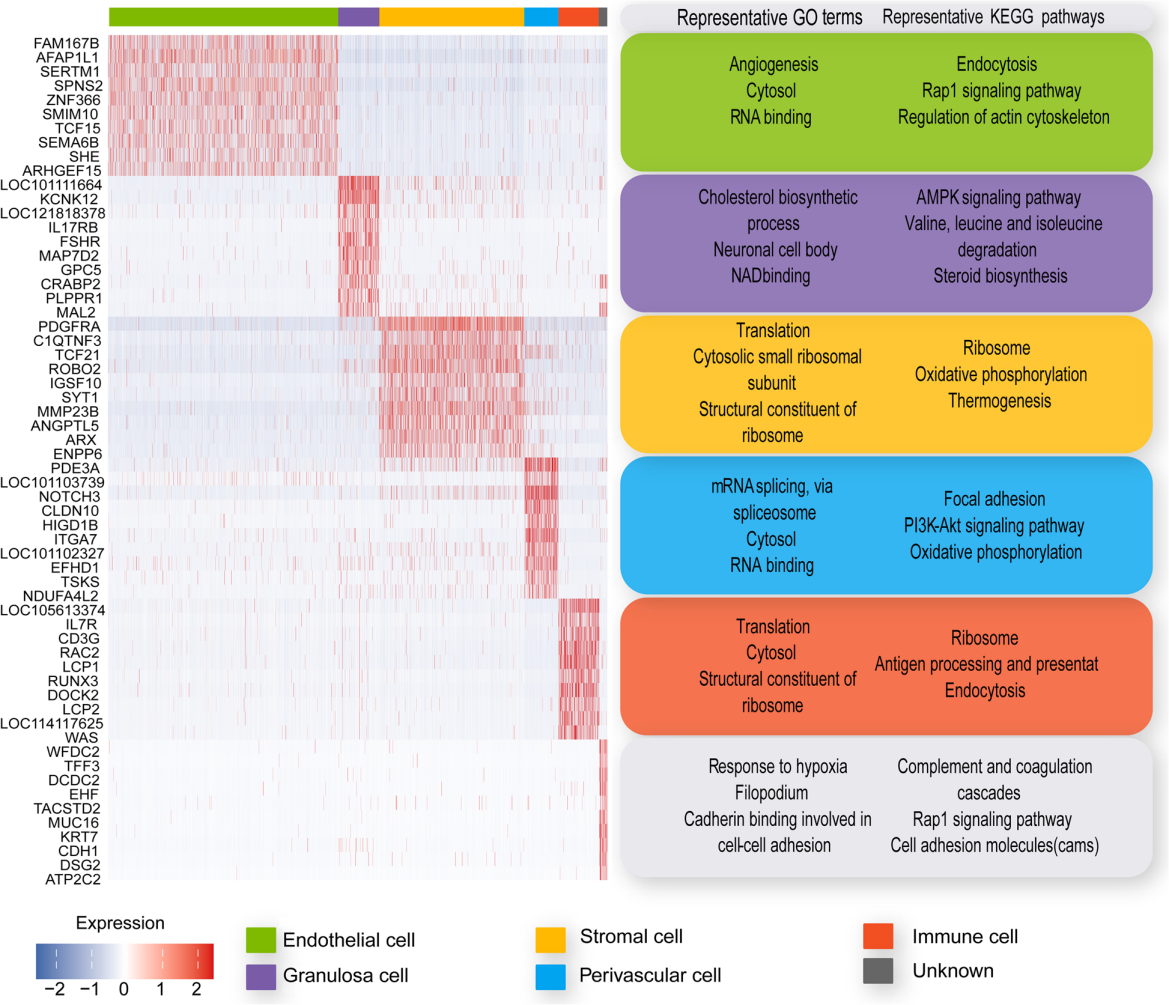
Ovary somatic cells marker genes heatmap and function enrichment

### Differences of ovarian somatic cell expression profiles between the HLS and LLS groups

The differences between the somatic cell expression profiles of primiparous and multiparous Hu ewes were compared. In our study, the comparison of somatic cell expression profiles was based on the cell types. The proportion of cell types differed between the HLS and LLS groups. The proportion of endothelial and immune cells in HLS was lower than in LLS, whereas GCs and stromal cells were higher than in LLS. 

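Of each ewe's retained cells, endothelial-like cells made up 35.1% ± 12.8 in HLS and 43.5% ± 13.2 in LLS (SD, n = 3 ewes each; two-sided exact permutation test, p = 0.50). Immune-like cells made up 6.88% ± 4.86 in HLS and 8.21% ± 2.56 in LLS (exact p = 0.70). Granulosa-like cells made up 9.09% ± 5.75 in HLS and 7.21% ± 3.83 in LLS (exact p = 0.60), and stromal-like cells 33.0% ± 5.73 and 22.0% ± 7.08 (exact p = 0.20). With 3 ewes against 3, this test cannot give a p under 0.10. None of these differences passed the test, and the smallest adjusted p over the 10 types was 0.778. The order of the groups rested on single ewes for both smaller types. Without HLS replicate 3 the difference in granulosa-like cells was -1.42 percentage points in place of 1.88, and without HLS replicate 1 that in immune-like cells was 0.478 in place of -1.33. Stromal-like cells kept a higher share in HLS, by 7.28 to 14.4 percentage points, with any 1 ewe left out. Epithelial-like cells, at 0.149% in HLS and 1.65% in LLS, were the 1 type without overlap between the groups (exact p = 0.10).

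**Figure D3:**
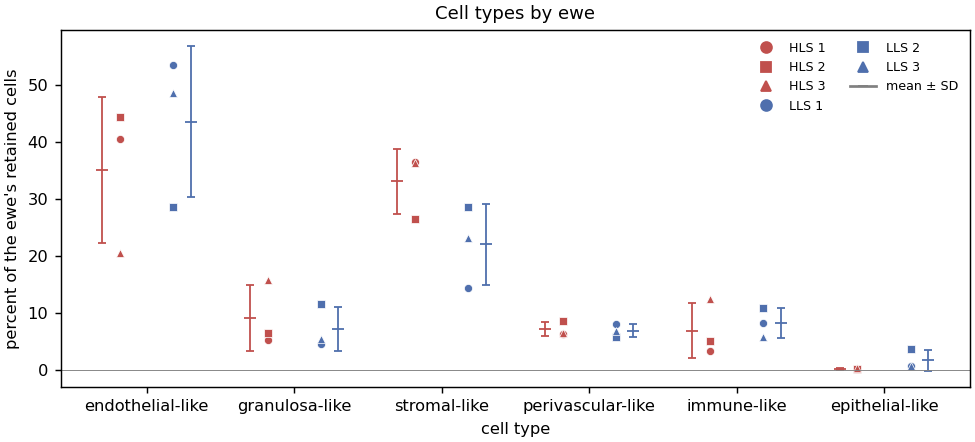
Share of each ewe's retained cells in each cell type, in percent, with 1 point per ewe and the group mean ± SD for 3 HLS and 3 LLS ewes. The points of the groups overlap in endothelial-like, granulosa-like, perivascular-like and immune-like cells, and the highest LLS share of stromal-like cells (28.5%) exceeds the lowest HLS share (26.4%).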

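Perivascular-like cells made up 7.10% ± 1.22 of the cells of HLS ewes and 6.88% ± 1.16 of those of LLS ewes (SD, n = 3 each; two-sided exact permutation test, p = 0.80). One perivascular-like cluster of shallow cells, 3.62% of HLS and 2.43% of LLS cells, kept its name only because depth was judged against all deposited barcodes. Judged against retained cells, a setting chosen after seeing the data, the difference turned from 0.218 to -0.972 percentage points. Naming each cell by its own marker score moved the difference to 2.14 percentage points. It also changed sign without HLS replicate 2 (-0.488) and without LLS replicate 2 (-0.335).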

The distribution of perivascular cells was consistent in both groups (Table 2, Fig. 4A).

**Table 2:** Comparison of different cell type proportions between HLS and LLS

Cell type	LLS	HLS	*P*-value
Endothelial cell	49.95 ± 8.44	41.09 ± 8.63	0.86
Granulosa cell	7.63 ± 1.86	9.09 ± 3.23	0.27
Stromal cell	23.89 ± 4.52	34.74 ± 3.55	0.61
Perivascular cell	6.59 ± 0.48	6.88 ± 0.67	0.54
Immune cell	9.1 ± 1.74	7.53 ± 3.02	0.29
Unknown	2.84 ± 1.88	0.67 ± 0.09	0.02

**Fig. 4:**
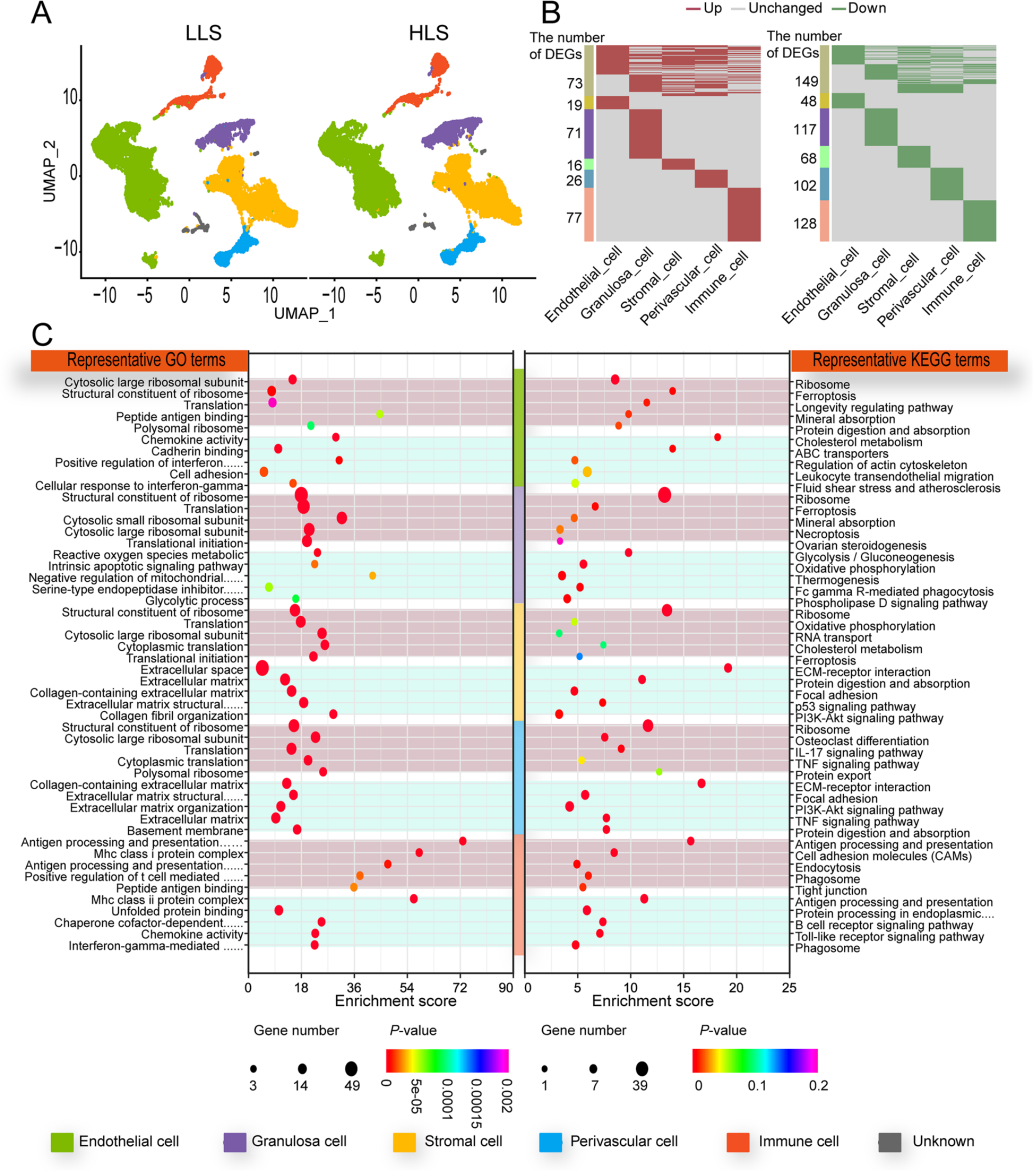
Comparison of differed cell type expression profiles between single and multi lamb sheep ovary. **A** Somatic cell type difference in UMAP. **B** Differentially expressed genes (DEGs) in a somatic cell of sheep ovary. **C** Top 5 Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment, light red indicates up-regulated, light blue indicates down-regulated

*P*-value < 0.05 and fold change > 1.2 were used as screening criteria. The numbers of up-regulated DEGs were 61, 115, 65, 74, and 105, while the down-regulated genes were 179, 168, 108, 181, and 179 in endothelial cells, GCs, stromal cells, perivascular cells, and immune cells, respectively (Fig. 4B). 

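The UMI of each cell type were summed per ewe and compared between 3 HLS and 3 LLS ewes by the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment. The sums held from 10910844 to 42085116 UMI for endothelial-like, from 1844762 to 8611302 for granulosa-like and from 6403274 to 19291190 for stromal-like cells. No gene had an adjusted p under 0.05 in any of the 5 types. At an unadjusted p under 0.05 there were 217 of 15111 tested genes in endothelial-like, 573 of 11926 in granulosa-like, 639 of 14735 in stromal-like, 340 of 10784 in perivascular-like and 489 of 10055 in immune-like cells. The smallest adjusted p was 0.146, in immune-like cells. In simulated data with 200 changed genes in sums like these, the test recovered 34.8% of the changed genes in endothelial-like and from 48.0% to 51.5% in the other 4 types, and from 66.0% to 94.7% of those changed by at least 4 times. Treating cells as replicates moved the counts most: a Wilcoxon rank-sum test over cells with a fold change over 1.2 called 68 genes higher and 120 lower in HLS in endothelial-like, 103 and 191 in granulosa-like, 76 and 181 in stromal-like, 85 and 165 in perivascular-like, and 80 and 163 in immune-like cells. Genes were called at an unadjusted p under 0.05 in this test. Cells of one ewe share that ewe, so its count cannot tell a difference between groups from one between single ewes. The same count over the 10 ways to split the 6 ewes into 3 and 3 was as large as in the real split in 8 splits for endothelial-like, 3 for granulosa-like, 5 for stromal-like, 4 for perivascular-like and 5 for immune-like cells, the real split included. DESeq2 called 4, 4, 7, 2 and 20 genes in the 5 types.

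**Figure D4:**
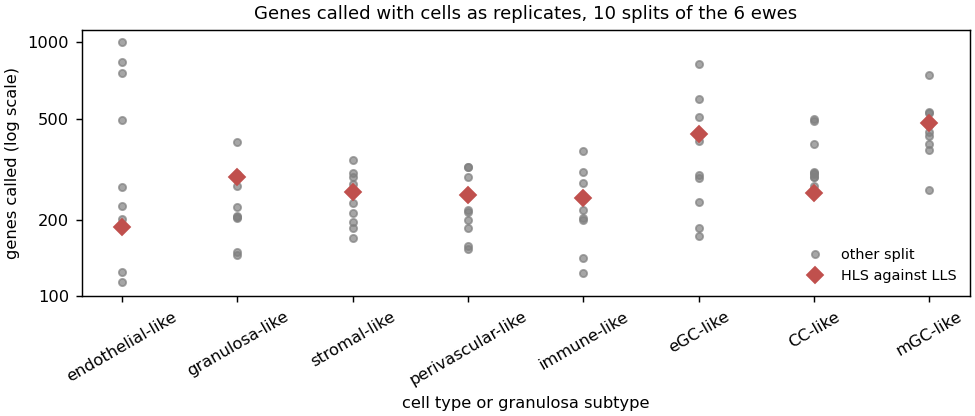
Number of genes called by a Wilcoxon rank-sum test over cells (unadjusted p under 0.05, fold change over 1.2), on a log scale. Each point is 1 of the 10 splits of the 6 ewes in a cell type or granulosa subtype. The real split of HLS against LLS is marked. The real split lies within the range of the other splits in endothelial-like (188 genes) and granulosa-like cells (294), and below the other splits (271 to 500) in CC-like cells (254).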

GO and KEGG enrichment analyses were conducted with the identified DEGs (Fig. 4C). The enrichment results showed that the functions up-regulated in ovarian somatic cells were associated with ribosome in HLS group compared to LLS group. 

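Sets of genes were tested between HLS and LLS on the summed counts with camera (limma), which compares a set with the other genes of the same fit. Of 72 tests over 9 sets and 8 cell types or granulosa subtypes, 24 had an adjusted p under 0.05, 18 of them higher in HLS and 6 lower. The choice of test moved this most: fry, which tests each set against the spread between ewes, called 0 of the 72 and gave 3 at an unadjusted p under 0.05, so no camera call holds under fry. The 77 ribosomal protein genes were higher in HLS by 0.26 on the log2 scale in endothelial-like (camera adjusted p = 3.7e-07), 0.48 in granulosa-like (3.1e-36), 0.40 in stromal-like (5.9e-17), 0.36 in perivascular-like (9.5e-15) and 0.29 in immune-like cells (2.1e-08). Of these 5 types, the 3 HLS ewes stood above all 3 LLS ewes in granulosa-like cells alone.

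**Figure D5:**
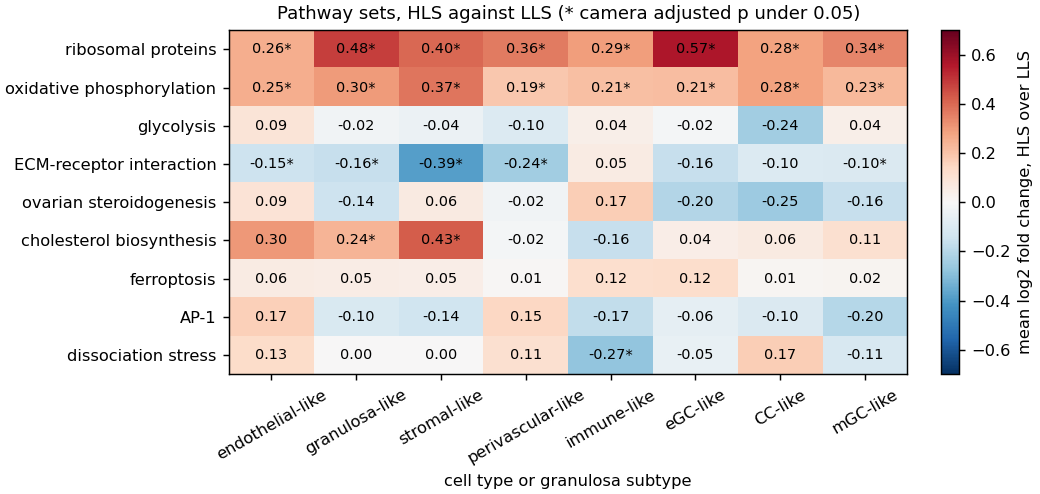
Mean log2 fold change of each gene set between 3 HLS and 3 LLS ewes, by colour, with cell types and granulosa subtypes on the horizontal axis and sets on the vertical axis; a star marks a camera adjusted p under 0.05. Ribosomal protein genes are higher in HLS in every column, from 0.26 in endothelial-like to 0.57 in eGC-like cells.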

Up-regulation of structural components of ribosomes, cytoplasmic large ribosomal subunits, translation, and other GO terms were observed in endothelial, GC, stromal, and perivascular cells. 

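The ribosomal protein difference rested partly on HLS replicate 1. Without that ewe the mean log2 fold change was -0.04 in endothelial-like, 0.44 in granulosa-like, 0.15 in stromal-like and 0.10 in perivascular-like cells. Gene levels in that library were biased by gene length, with a Spearman correlation of -0.42, -0.40, -0.51 and -0.40 in these types. Whether this bias moved the set was not tested. The SD of the set between ewes was 0.55 within HLS and 0.24 within LLS in endothelial-like cells, against 0.10 and 0.13 in granulosa-like cells. Ribosomal protein genes have near-identical copies between which the authors' counting could have split reads, so the level of a single gene is less certain than that of the set.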

The result of KEGG enrichment in ovarian somatic cells were closely involved in cellular functions and the enhanced ribosome pathways. 

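The set of ovarian steroidogenesis genes, 13 of them tested in granulosa-like sums, fell by 0.14 on the log2 scale in HLS against LLS (camera adjusted p = 0.436), with an SD between ewes of 0.20 in HLS and 0.30 in LLS. In stromal-like cells, theca-like cells included, the same set rose by 0.06 (adjusted p = 0.828), and without TMM factors it fell by 0.07. The value for granulosa-like cells ranged from -0.25 to -0.00053 with 1 ewe left out.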

The “ovarian steroidogenesis” pathway was up-regulated in GCs. 

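Oxidative phosphorylation genes were higher in HLS than in LLS stromal-like cells by 0.37 on the log2 scale (60 genes, camera adjusted p = 2.9e-14), with an SD between ewes of 0.17 in HLS and 0.35 in LLS. Without LLS replicate 2 the difference was 0.24 and without LLS replicate 3 it was 0.57.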

Enhanced enrichment of the “oxidative phosphorylation” pathway was observed in stromal cells. Decreased functional enrichment of somatic cells was associated with extracellular structures and cell adhesion functions. For the GO term, cell adhesion enrichment was decreased in endothelial cells. Functional enrichment was decreased in stromal and perivascular cells. In KEGG enrichment, a corresponding decrease in functional enrichment (ECM-receptor interaction) was observed in stromal and perivascular cells. 

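In HLS against LLS, genes of ECM-receptor interaction fell by 0.39 on the log2 scale in stromal-like cells (58 genes, camera adjusted p = 3.7e-07) and by 0.24 in perivascular-like cells (48 genes, adjusted p = 0.000953). All 3 LLS ewes lay above all 3 HLS ewes in perivascular-like cells, and the groups overlapped in stromal-like cells. The set also fell by 0.15 in endothelial-like cells (adjusted p = 0.00389), where the difference was 0.01 without LLS replicate 2. In granulosa-like cells it fell by 0.16 (adjusted p = 0.0269), a call that was lost without TMM factors (0.135) and without HLS replicate 1 (0.521), HLS replicate 2 (0.278), LLS replicate 2 (0.135) or LLS replicate 3 (0.171).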

The HLS group showed decreased nutrient metabolic functions in the KEGG enrichment results compared to the LLS group, such as decreased “cholesterol metabolism” enrichment in endothelial cells and decreased enrichment of “protein digestion and absorption” in stromal and perivascular cells. This difference was more pronounced in GCs, where the HLS group significantly down-regulated enrichment of “glycolysis/glucose production”, “oxidative phosphorylation”, and “thermogenesis”. 

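Of cholesterol metabolism, the enzymes of cholesterol biosynthesis were analysed here. In endothelial-like cells these 16 genes were 0.30 higher in HLS than in LLS on the log2 scale (camera adjusted p = 0.0811), with an SD between ewes of 0.85 in HLS and 0.78 in LLS. Without HLS replicate 2 the difference was -0.19, and without LLS replicate 1 it was 0.75. A set of protein digestion and absorption was not analysed here.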

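In granulosa-like cells the 15 glycolysis genes tested differed by -0.02 between HLS and LLS on the log2 scale (camera adjusted p = 0.977). The 60 oxidative phosphorylation genes were higher in HLS by 0.30 (adjusted p = 1.3e-10), with an SD between ewes of 0.30 in HLS and 0.07 in LLS. Leaving out HLS replicate 1 lowered this difference to 0.14, and scaling without TMM factors to 0.10.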

By comparing the expression profiles of ovarian somatic cells of Hu ewes with different litter size, the number of differential genes and functional changes closely related to ovarian ovulation was greater in GCs than in other somatic cells. Thus, the difference in GCs in the different groups required further analysis.

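The share of tested genes whose 3 HLS ewes all lay on one side of the 3 LLS ewes was 10.8% in granulosa-like, 10.9% in immune-like, 10.3% in stromal-like, 8.54% in perivascular-like and 5.31% in endothelial-like cells, and chance gives 10%. Of the 36 genes the study names, 0 had an adjusted p under 0.05 in the 5 types, adjusted over the list alone, and 0 over all genes tested; at an unadjusted p under 0.05 there were 3 in granulosa-like, 3 in immune-like, 1 in endothelial-like, 1 in perivascular-like and 0 in stromal-like cells. FTH1 in immune-like cells came nearest, with a log2 fold change of 1.58 (edgeR adjusted p = 0.0627 over the list alone), and its call depended on the setting. Adjusted over the list alone, its p was 0.0138 without TMM factors, 2.9e-05 without the filter on low counts (0.000248 over all genes), 6.4e-05 with DESeq2 (0.00413 over all genes) and from 0.0157 to 0.0356 without 1 of the HLS ewes, but from 0.201 to 0.283 without 1 of the LLS ewes and 0.110 with a replicate block. Without the filter on low counts, FTH1 in perivascular-like (0.0385) and FTL in immune-like cells (0.0240) also passed over the list alone. The study chose this list on these ewes, so the adjustment over the list is not independent evidence.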

### GC subtype identification and developmental trajectory of sheep ovary

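Clustered on their own, without the 36 genes the study names among the variable genes, the granulosa-like and atretic cells gave 15 sub-clusters. The number was 13 at 0.5 times and 22 at 2 times the resolution. Of the 3508 cells clustered, 523 fell in sub-clusters led by theca or endothelial markers and were left out, which leaves 2985. In 3 sub-clusters, 1 ewe gave more than 90% of the cells.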

We reduced the dimension of the identified GCs into 11 sub-clusters (CL1–CL11) (Fig. 5A). CL1, CL3, CL5, and CL8 were recognized as early GC (eGC) through high expression of *WT1 *[45], *TNNI3* [41] and *WNT6* [46], and the low expression of *VCAN* [47]. 

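Of the 2985 granulosa cells, 1025 were named eGC-like from the subtype genes of Additional file 2. Each eGC-like sub-cluster had 0 of its subtype genes among its leading genes, so the name rests on the marker score alone. WT1 and WNT6 were highest in them, at 1.10 ± 0.617 and 0.885 ± 0.663 UMI per 10000 UMI (SD, n = 6 ewes). Between subtypes of the same ewe, WNT6 fell by 1.96 on the log2 scale from eGC-like to CC-like cells (SE 0.33, edgeR adjusted p = 8.5e-05, lower in 6 of 6 ewes). TNNI3 stood at 1.87 ± 0.966 in eGC-like cells but at 6.48 ± 1.62 in CC-like cells, a log2 difference of 1.99 (SE 0.20, edgeR adjusted p = 1.5e-07, higher in 6 of 6 ewes). TNNI3 is one of the genes by which CC-like cells were named here.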

Although we recognized these cells, the mapping condition was not ideal. Thus, we performed cell functions analysis with GO and KEGG (Fig. S1). Based on the GO and KEGG enrichment results, we found that the enriched GO terms and KEGG pathways related to signal transduction, response to peptide hormone and insulin, and the key pathways, such as “Rap1 signaling”, “FoxO signaling”, “AMPK signaling”, “Mammalian target of rapamycin (mTOR) signaling”, and “WNT signaling” pathways enriched in CL1. Positive regulation of transcription by RNA polymerase II, nucleus, and DNA binding function was enriched in CL3. “MAPK signaling”, “steroid biosynthesis”, “focal adhesion”, “PI3K-Akt signaling”, and “SMAD binding” pathways were enriched in CL3. In CL5, the enriched GO terms and KEGG pathways related to the nucleus and RNA binding were enriched. The enriched pathways were the “regulation of the actin cytoskeleton”, “focal adhesion”, and “relaxin signaling”. GO terms related to the nucleus, transcription corepressor activity, transcription factor binding and response to cAMP enriched in CL8, and pathways about “PI3K-Akt signaling” and “MAPK signaling” were enriched. Previous studies have shown that in in that the WNT signal activation occurs exclusively at the primordial follicle stage [46]. Meanwhile, the “FoXO signaling”, “mTOR signaling”, “MAPK signaling”, and “PI3K-Akt signaling” pathways have key functions in the activation of primordial follicles [48, 49]. Through the function enrichment results, we confirmed that these cell clusters belonged to eGC. Mural GCs (mGCs) (CL2 and CL9) were identified based on the expression levels of reported cell markers *CITED2* [50], *FSHR* [51], *GJA4, IGFBP5,* and *CYP11A1* [52, 53]*.* CL4, CL6, and CL7 were cumulus GCs (CCs) since the high expression levels of marker genes *IHH*, *INHBB*, and *IGFBP2* [43], while CL10 and CL11 were recognized as atretic GCs (aGCs). 

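Cells named mGC-like (854) had the highest level of CITED2, GJA4 and IGFBP5 of all 4 subtypes, at 1.59 ± 0.259, 1.12 ± 0.441 and 44.9 ± 9.74 UMI per 10000 UMI (SD, n = 6 ewes). CYP11A1 stood at 2.91 ± 0.944 in mGC-like cells and at 12.2 in the aGC-like cells of LLS replicate 3. FSHR was higher in CC-like cells, at 1.58 ± 0.0525, than in mGC-like cells, at 0.777 ± 0.189. Cells named CC-like (833) led in IHH, at 1.17 ± 0.537, and in INHBB, at 1.81 ± 0.880, where mGC-like cells reached 1.25 ± 0.358. IGFBP2 was higher in eGC-like cells, at 25.2 ± 6.62, than in CC-like cells, at 14.7 ± 4.03. Of these genes, IGFBP5 and IGFBP2 are among the subtype genes used for naming. A further 166 cells stayed without a subtype, 141 of them in a shallow sub-cluster led by CYP19, with 106 of the 141 from LLS replicate 1. A CC-like sub-cluster of 181 cells was led by cell cycle genes such as UBE2C and TOP2A, which are among the CC genes used for naming, so cycling cells count as CC-like here, while cycling clusters were kept apart from the 5 main types. One CC-like sub-cluster of 340 cells had a median of 0.770% mitochondrial UMI and a median depth of 2549 UMI. It had 0 of its subtype genes among its leading genes, as had mGC-like sub-clusters of 187 and 176 cells. Another CC-like sub-cluster, of 312 cells, was a near tie, with a marker score of 0.687 for CC and 0.679 for eGC. Interferon-induced genes (MX1, MX2, RSAD2 and ISG15) led an mGC-like sub-cluster of 187 cells, 184 of them from LLS replicate 2.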

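The 107 aGC-like cells, 106 of them from LLS replicate 3, held 1.37 UMI of GJA1 and 0.834 of CDH2 per 10000 UMI. In the other subtypes GJA1 ranged from 2.33 ± 0.548 in mGC-like to 4.44 ± 0.773 in CC-like cells, and CDH2 from 3.33 ± 0.933 to 5.04 ± 1.60 (SD, n = 6 ewes). As the aGC-like level comes from 1 ewe, it has no replicate error. Granulosa markers were missing or low in these cells, with 0 UMI of AMH and FSHR and 0.167 of FST per 10000 UMI. Granulosa-like cells of the same ewe, named in part by these genes, held 0.464, 0.962 and 6.66. Whether the aGC-like cells are granulosa cells is thus less sure. The genes that set these cells apart most were haemoglobin genes, OXT (318 UMI per 10000) and HSD3B1 (15.2).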

The expression levels of *GJA1* and *CDH2* were lower in atretic follicles GC when compared with healthy follicles.

**Fig. 5:**
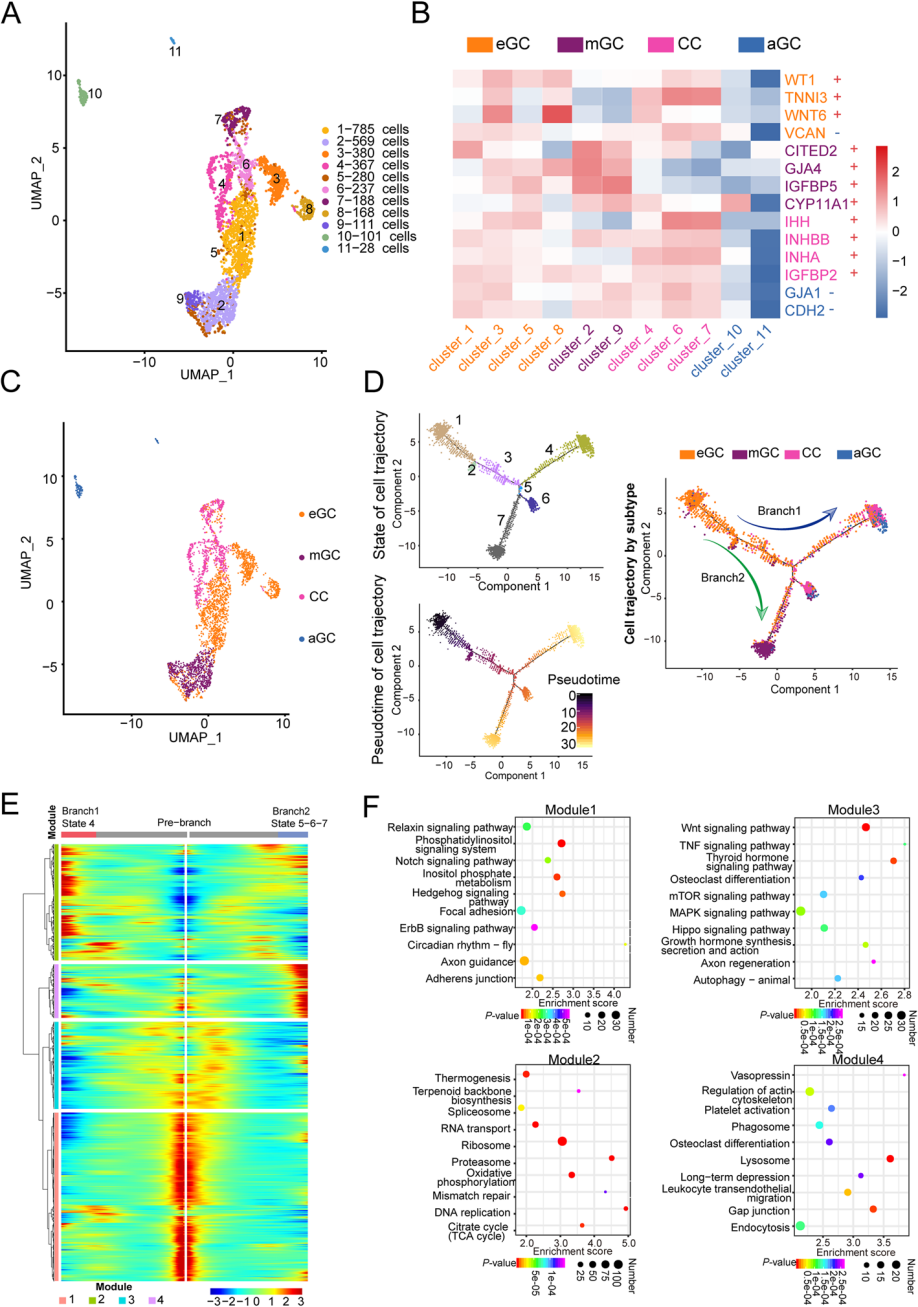
Granulosa cell subtype identification of sheep ovary. **A** UMAP of reduced the dimension of granulosa cells. **B** Granulosa cells sub-cluster marker gene heatmap. “-” indicates low expression of the corresponding gene. “ + ” indicates high expression of the corresponding gene. **C** Granulosa cell subtype identification in UMAP. **D** Granulosa cell pseudotime trajectory. **E** Granulosa cell different developmental states heatmap. **F** Top 10 KEGG enrichment of pseudotime heatmap genes

We found a very extensive co-expression occurring in different GCs, which indicated that a lot of cell differentiation took place during estrus. Although the ovaries were collected at a single time point, the special histology structure of the ovary could obtain follicles in different developmental states (Fig. 1A). Cell trajectory analysis explored the differentiation trajectory of GCs by Monocle [38]. From trajectory analysis data, GC cells were divided into seven states. All CLs were presented in the trajectory. CL1 was presented almost in all states. CL2 was presented in states 6 and 7. CL3 was presented in states 1, 2, and 3. CL4 was presented in state 4. CL5 was presented in states 1 and 4. CL6 was presented in state 6. CL7 was presented in states 6 and 7. CL8 was presented in states 1 and 4. CL9 was presented in state 7, and CL10 was presented in state 4 (Fig. S2). We identified the GCs’ sub-type and mapped the sub-type into the trajectory. The identified sub-type and the eGCs were located in the early state. The GCs were differentiated into two broad directions, including mGCs and CCs. Through trajectory analysis, in eGCs, CL1 appeared in all states, and CL3 and CL8 appeared only in early development states, whereas CL5 intended to differentiate into CC (Fig. 5D). We performed heatmap analysis on cells in different developmental states and granulosa cells exhibited four patterns of gene expression levels. Genes in the pre-branch showed model1 and model3 patterns, with high expression in the early developmental stages. Genes in branch1 and branch2 showed similar patterns of late high expression levels in the two different branches (Fig. 5E). KEGG and GO enrichment analyses of genes were conducted with different expression patterns, and the enrichment results of model1 and model3 were similar to those of eGC enriched in “adherens junction”, “notch signaling”, “WNT signaling”, “thyroid hormone signaling”, “MAPK signaling”, “Hippo signaling”, and “mTOR signaling” pathways. The growth hormone synthesis, secretion, and action pathways were enriched in model1, indicating that cells were in a rapid growth period during this stage. In model2, significant enrichment of functions was related to genetic material transfer, such as the ribosome, proteasome, DNA replication, RNA transport, and mismatch repair, as well as enhanced cell metabolism activities such as oxidative phosphorylation, thermogenesis, and citrate cycle, which suggests that cell metabolism is activated during the process of early GCs to cumulus cells development. 

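Along the paper's trajectory eGCs precede CCs, and the named subtypes were compared here within each ewe. The mean log2 CPM of oxidative phosphorylation genes lay 0.61 above the other subtypes in CC-like cells (SD 0.07, higher in 6 of 6 ewes) and fell by 0.51 against them in eGC-like cells (SD 0.03, lower in 6 of 6 ewes). Ribosomal protein genes lay 0.46 above in CC-like cells (SD 0.14, higher in 6 of 6 ewes). Each of these differences had an exact sign-flip p of 0.03125, the smallest that 6 ewes allow. Their adjusted p was 0.0563 over the 27 tests of sets in subtypes. Ribosomal protein genes also lay 0.17 above in eGC-like cells (SD 0.28, higher in 3 of 6 ewes, exact sign-flip p = 0.25). In mGC-like cells they stood at -0.63, so much of the CC-like excess is against mGC-like cells. Between CC-like and eGC-like cells, 1655 genes were higher and 1672 lower of 7092 tested (edgeR, adjusted p under 0.05), with the ewe as a block. Thinning every cell to 2000 UMI moved this count most, to 861 higher and 822 lower of 3341 genes tested.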

In the enrichment results of model4, functions related to the regulation of actin cytoskeleton, endocytosis, and phagosome were observed (Fig. 5F). These results justify the GC subtype identification strategy. The marker genes of each GC subtype were explored (Additional file 2). 

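The genes WT1, CD34, AMH, INHA and HTRA3 were left out of the variable genes of the sub-clustering and are not among the subtype genes used for naming. AMH, INHA and CD34 are among the cell type markers by which granulosa-like cells were first chosen. Subtypes were tested on the same cells that defined them, so the p values below are no independent test of these markers. WT1 was lower in CC-like than in eGC-like cells by a log2 fold change of -1.06 (SE 0.23, edgeR adjusted p = 0.00105, lower in 5 of 6 ewes) and in mGC-like than in eGC-like cells by -3.43 (SE 0.24, adjusted p = 3.8e-08, lower in 6 of 6 ewes). CD34 followed the same order, with -1.06 (SE 0.19, adjusted p = 0.000184, lower in 5 of 6 ewes) from eGC-like to CC-like cells, and 63.3 ± 20.8 CPM in eGC-like against 15.8 ± 4.12 CPM in mGC-like sums (SD, n = 6 ewes, adjusted p = 3.1e-06, lower in 6 of 6 ewes). It was far higher in endothelial-like cells than in any granulosa subtype. AMH and INHA were higher in CC-like than in eGC-like cells by 2.50 and 3.77 on the log2 scale (SE 0.16 and 0.17, edgeR adjusted p = 4.3e-10 and 1.8e-12, higher in 6 of 6 ewes). Their level in CC-like cells was 2.88 ± 0.813 and 10.1 ± 3.41 UMI per 10000 UMI (SD, n = 6 ewes). HTRA3 was higher in mGC-like cells by 4.53 against eGC-like cells (SE 0.24, edgeR adjusted p = 3.7e-09) and by 4.60 against CC-like cells (SE 0.33, adjusted p = 8.4e-09), in 6 of 6 ewes.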

The maker genes of eGC, CC, and mGC identified in this study in Hu ewes were *WT1* and *CD34*, *AMH* and *INHA*, and *HTRA3*, respectively, for Hu sheep in our study.

To investigate key genes involved in the developmental timeline of granulosa cells, GeneSwitches analysis was conducted. Along the timeline of the process of GCs developing to CCs (branch1), we observed gene closure throughout the entire timeline, leading to the development of early GCs into CCs. 

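Between CC-like and eGC-like cells of the same ewes, JUNB had a log2 fold change of -0.63 (SE 0.16, edgeR adjusted p = 0.00377, lower in 5 of 6 ewes). FNDC3B stood at -0.53 (SE 0.12, edgeR adjusted p = 0.00152, lower in 6 of 6 ewes) and FOSB at -1.09 (SE 0.13, edgeR adjusted p = 1.4e-06, lower in 6 of 6 ewes). A response to tissue digestion is a hypothesis for FOSB and JUNB that was not excluded. A set of dissociation stress genes was also higher in eGC-like cells than in the other subtypes by 0.55 (6 of 6 ewes). The eGC genes used for naming include JUND, ATF3 and BTG2. The order of FOSB, JUNB and this set may thus follow in part from the naming. The order of genes along pseudotime was not analysed here.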

In the later stage, more transcription factors (TF), such as *JUNB* and *FNDC3B*, and a key gene, such as *FOSB*, participated in the closure process. At 23.4 h, *LOC101112291* expression arrested. These genes decreased expression levels during the final transformation into CCs (Fig. 6A and B). 

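LOC101112291, which the files name by this identifier, was at 362 ± 132 CPM in CC-like and 680 ± 124 CPM in eGC-like sums (SD, n = 6 ewes). Its log2 fold change between them was -0.96 (SE 0.13, edgeR adjusted p = 8.5e-06, lower in 6 of 6 ewes), and it stayed between -1.03 and -0.88 with each ewe left out in turn. With cells thinned to 2000 UMI it was -1.22, and without the CC-like sub-cluster of low mitochondrial share, a setting chosen after seeing the data, -0.75.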

Along the timeline of GCs to mGCs development (branch2), the expression levels of genes increased in the early stage. Some TFs related to energy metabolisms, such as *ACTG1, LDHB, ATP5MG, ATP5MC3*, and *ATP5F1E*, expression initiated. 

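From eGC-like to mGC-like cells, 1588 genes were higher and 1582 lower of 7417 tested (edgeR, adjusted p under 0.05, ewe as a block). ATP5MC3 rose by 0.52 on the log2 scale (SE 0.11, edgeR adjusted p = 0.00125, higher in 6 of 6 ewes) and ATP5F1E by 0.49 (SE 0.12, edgeR adjusted p = 0.00530, higher in 6 of 6 ewes). ACTG1 rose by 0.21 (edgeR adjusted p = 0.167, 6 of 6 ewes), LDHB by 0.18 (0.336, 3 of 6 ewes) and ATP5MG fell by 0.08 (0.600, higher in 2 of 6 ewes), none of which passed the adjusted threshold. Against CC-like cells, mGC-like cells were lower in ATP5MC3 by a log2 fold change of -0.45 and in LDHB by -0.43.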

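JPH1 was at 129 ± 52.2 CPM in mGC-like and 10.5 ± 4.63 CPM in eGC-like sums (SD, n = 6 ewes), a log2 fold change of 3.99 (SE 0.25, edgeR adjusted p = 1.5e-08, higher in 6 of 6 ewes). It ranged from 3.75 to 4.14 with 1 ewe left out and was 3.59 when called doublets were kept.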

In the late stage of the timeline, we observed the initiating of *JPH1* expression. These genes were expressed higher when early GCs were transformed into mGCs (Fig. 6A and B).

**Fig. 6:**
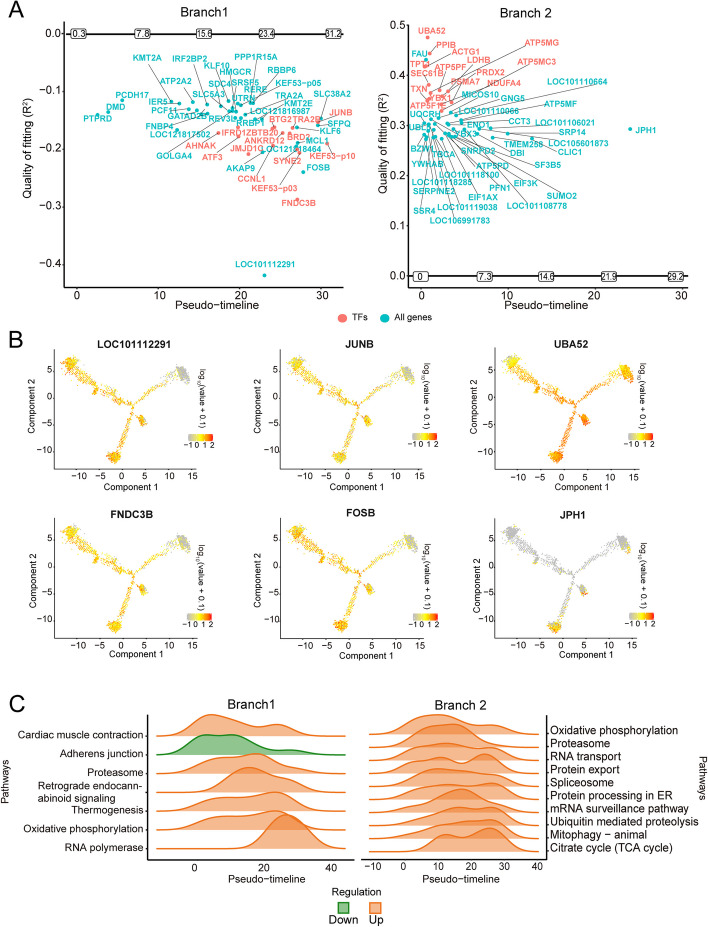
Granulosa cell developmental trajectory with pseudotime. **A** Key genes involved in the developmental process of granulosa cells. The horizontal axis is pseudotime, and the vertical axis is the goodness-of-fit R^2^. The genes turned on with the pseudotime are shown above the horizontal axis, and the genes turned off are shown below the vertical axis. Genes that satisfy the following conditions have been selected for mapping: 1. The percentage of zero-expressing cells is below 90%, 2. The top 50 plots with the highest goodness-of-fit. **B** feature plot of representative gene expression. **C** Top 10 KEGG enrichment of genes involved in granulosa cells developmental process. Up, function enrichment turned on; down, function enrichment closure

We performed KEGG pathway enrichment analysis on key genes in different branches. In the process of branch1, only "adherens junction" pathway was suspended. The other pathways were turned on. “Adherens junction” pathway was enriched at the lower levels in the early stages of development and decreased with the timeline, while “proteasome”, “thermogenesis”, and “oxidative phosphorylation” increased with the timeline and decreased rapidly before the endpoint. “RNA polymerase function” only increased in the late stages of development. In the process of branch2 development, the enrichment of pathways was turned on, focusing on cell energy metabolism (“oxidative phosphorylation” and “TCA cycle”) and related functions of cell protein synthesis (“RNA transport”, “protein export”, and “protein processing in the endoplasmic reticulum”) (Fig. 6C).

### Differences of ovarian GC expression profiles between the HLS and LLS group

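Of 107 aGC-like cells, 106 came from LLS replicate 3, where they were 21.5% of 492 granulosa cells (exact binomial 95% interval 18.0 to 25.4), and 1 from LLS replicate 1 (0.347% of 288). LLS replicate 2 had 0 of 605 granulosa cells, where the same interval reaches up to 0.608%. The 3 HLS ewes had 0 of 279, 0 of 447 and 0 of 874, where it reaches up to 1.31%, 0.822% and 0.421%. These limits cover counting error only. The aGC-like cells count as granulosa cells here, although those of LLS replicate 3 held no UMI of AMH or FSHR. The mean share was 0% in HLS and 7.30% ± 12.3 in LLS (SD, n = 3 ewes each; two-sided exact permutation test, p = 0.40, where 0.10 is the smallest possible; adjusted p = 0.90). Without LLS replicate 3 the LLS share was 0.174%. With each cell named by its own marker score, the order reversed, and the aGC-like share among all cells was higher in HLS. CC-like cells were 30.3% ± 20.9 of the granulosa cells in HLS and 23.6% ± 10.5 in LLS, eGC-like cells 30.8% ± 22.8 and 27.8% ± 12.2, and mGC-like cells 35.9% ± 30.9 and 27.0% ± 13.7 (exact p of 0.70, 0.80 and 0.90). The order of the groups changed with 1 ewe left out for all 3 of these subtypes, for CC-like cells without HLS replicate 2 (-5.20 percentage points), for eGC-like cells without HLS replicate 3 (-9.72), LLS replicate 1 (-0.625) or LLS replicate 2 (-0.372), and for mGC-like cells without HLS replicate 1 (-8.85).

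**Figure D6:**
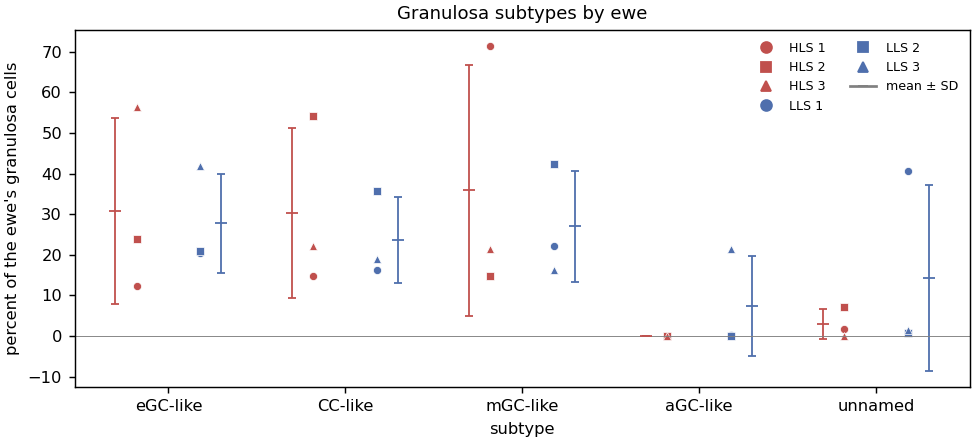
Share of each ewe's granulosa cells in each subtype, in percent, with 1 point per ewe and the group mean ± SD for 3 HLS and 3 LLS ewes. The aGC-like share is 21.5% in 1 LLS ewe and at or near 0 in the other 5.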

By comparing the proportions of different cell subtypes, the proportion of aGCs was significantly higher in the LLS group than in HLS (Fig. 7A). In the LLS group, the physiological status of GCs was altered, resulting in an increase in follicles with a propensity for atresia. Changes in cell function based on cell subtypes were analyzed using KEGG enrichment. Pathways associated with apoptosis and necroptosis were inhibited, while pathways associated with cell survival were up-regulated. This change was cell subtype based. In mGCs, the enrichment of the necroptosis pathway was elevated. 

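In mGC-like sums, which held from 741652 to 3702669 UMI per ewe, 0 of 9640 genes had an adjusted p under 0.05 between HLS and LLS (edgeR), and 378 had an unadjusted p under 0.05. The share of genes whose groups did not overlap was 8.86%, where chance gives 10%. Testing every gene with at least 1 UMI, without the filter on low counts, called 107 genes, and of the 10 splits of the 6 ewes 8 called as many. A set of necroptosis genes was not analysed here.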

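H2AZ1 had a log2 fold change of 0.59 between HLS and LLS mGC-like sums (SE 0.32, edgeR adjusted p = 0.991 over all genes). Adjusted over the list alone, the p was 0.445 for the 35 genes of the study's list that were tested. Its level was 1731, 1141 and 713 CPM in the 3 HLS ewes and 831, 892 and 655 CPM in the 3 LLS ewes.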

The genes enriched in the pathway were *FTH1*, *FTL*, and *H2AZ1*. *FTH1* and *FTL* in the necroptosis pathway had a negative feedback regulatory effect in the ferroptosis pathway. In the current study, *FTH1* and *FTL* highly expressed in group HLS reduced necroptosis by reducing the release of reactive oxygen species (ROS) after decreased lysosome membrane permeabilization. 

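In mGC-like sums, FTH1 was at 1678, 534 and 524 CPM in HLS replicates 1, 2 and 3 and at 713, 479 and 451 CPM in LLS replicates 1, 2 and 3. Its log2 fold change was 0.74 (SE 0.43, edgeR adjusted p = 0.991 over all genes, 0.445 adjusted over the list alone). FTL was at 1414, 234 and 665 CPM in HLS and at 217, 545 and 531 CPM in LLS ewes, a log2 fold change of 0.84 (SE 0.54, edgeR adjusted p = 0.480 over the list alone). Neither difference was larger than the spread between ewes. Both rested on HLS replicate 1, without which the log2 fold change was -0.05 for FTH1 and 0.07 for FTL. Both genes were also highest in that ewe in each of the 5 main cell types. Without the filter on low counts, FTL reached an adjusted p of 0.0231 over the list alone at a log2 fold change of 0.89, and FTH1 0.0602. The authors' counting could have split reads of both genes with near-identical copies. From the higher expression in HLS, the paper reasons that FTH1 and FTL reduced necroptosis through a smaller release of reactive oxygen species.

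**Figure D7:**
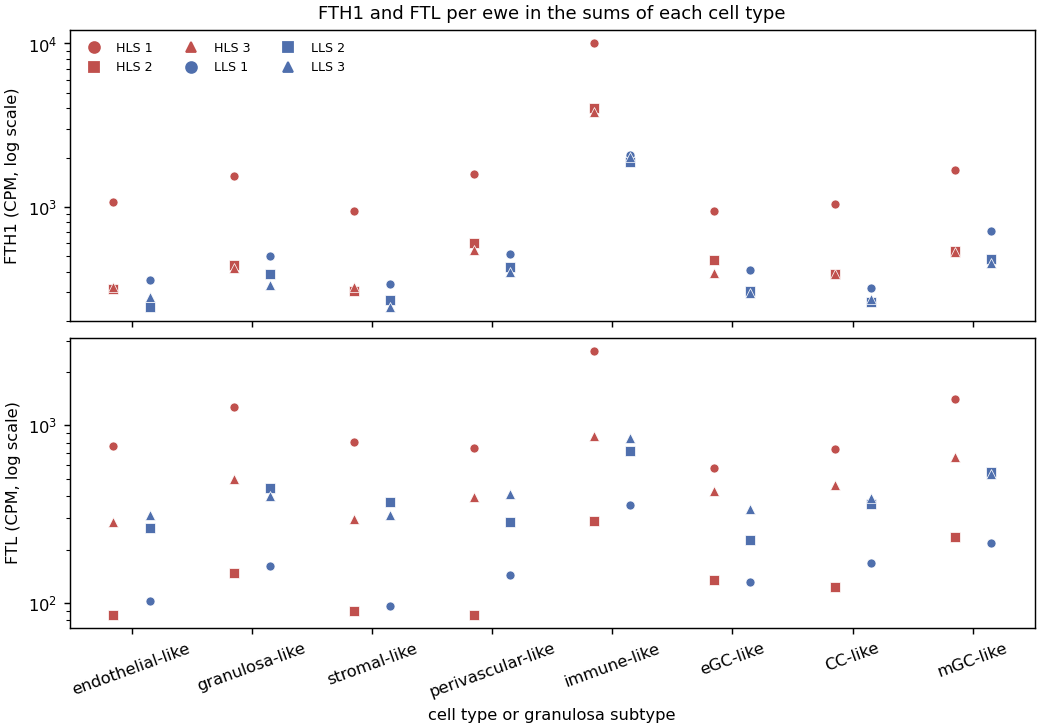
FTH1 and FTL in the summed counts of each cell type and granulosa subtype, in CPM on a log scale, with 1 point per ewe for 3 HLS and 3 LLS ewes. HLS replicate 1 is the highest point of FTH1 in mGC-like sums (1678 CPM) and of FTL (1414 CPM).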

The expression levels of ferroptosis-resisted genes *FTH1* and *FTL* were up-regulated in HLS. Then, we retrieved the location of *FTH1* and *FTL* on the ferroptosis pathway and analyzed its upstream and downstream genes. The downstream expression levels of key genes *MAP1LC3A*, *ATG5*, and *ATG7* (Fig. S3), and *NCOA4* (Fig. S3) were downregulated in the HLS group, thus reducing ferroptosis via inhibiting the Fenton response. On the other hand, the enrichment of the FoxO signaling pathway was downregulated in HLS and reduced apoptosis by decreasing the expression of *IRS2, EP300*, *BCL2L11*, and *SGK1* (Fig. S3). 

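In mGC-like sums the log2 fold change between HLS and LLS was 0.12 for MAP1LC3A (SE 0.29), 0.11 for ATG5 (SE 0.25), 0.33 for ATG7 (SE 0.40) and -0.40 for NCOA4 (SE 0.22). The edgeR p adjusted over the list alone was 0.875 for MAP1LC3A and ATG5, 0.802 for ATG7 and 0.445 for NCOA4. Only NCOA4 was lower in HLS, and its groups overlapped. ATG7 was near the floor of detection, at 4.83 to 8.86 CPM. The 29 ferroptosis genes tested together moved by 0.02 (camera adjusted p = 0.967).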

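IRS2 had a log2 fold change of -0.39 between HLS and LLS mGC-like sums (SE 0.19), and its 3 LLS ewes, at 147 to 168 CPM, lay above its 3 HLS ewes, at 114 to 132 CPM. SGK1 stood at -0.37 (SE 0.24), EP300 at -0.25 (SE 0.26) and BCL2L11 at -0.10 (SE 0.26), with overlapping groups. The edgeR p adjusted over the list alone was 0.445, 0.480, 0.715 and 0.875 for these 4 genes.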

In CCs, the enrichment of ECM-receptor interaction in the HLS group was up-regulated by increasing the expression levels of *COL4A4* (Fig. 7D)*,* whereas the enrichment of the cAMP signaling pathway, oxytocin signaling pathway, tight junction, and thyroid hormone signaling pathway was down-regulated in the multi-lamb group, with decreasing the expression levels of *CALM1*, *PLD1*, *OXT*, *PLN*, *ATP2B1*, *F2R*, *ACTG1*, and *MYL6* (Fig. 7D, Fig. S3). 

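In CC-like sums (339800 to 2684329 UMI per ewe) 0 of 8189 genes had an adjusted p under 0.05 between HLS and LLS in edgeR, and 261 had an unadjusted p under 0.05. COL4A4 had a log2 fold change of 0.02 (SE 0.27) and the 24 genes of ECM-receptor interaction one of -0.10 (camera adjusted p = 0.704). PLD1 fell by 1.18 (SE 0.30) with all 3 LLS ewes above the HLS ewes. Its edgeR p was 0.0623 adjusted over the list alone, of which 33 genes were tested. Over the list it passed with DESeq2 (adjusted p = 0.0333) and without the filter on low counts (edgeR adjusted p = 0.00284). With 1 ewe left out its edgeR adjusted p ranged from 0.0524 to 0.336. PLD1 was also the 1 gene of the list past 0.05 in mGC-like sums, with a log2 fold change of -1.47 (SE 0.30, edgeR adjusted p = 0.0184 over the list alone and 0.843 over all genes) and all 3 LLS ewes above the HLS ewes. Its adjusted p over the list alone there rose to 0.0763 and 0.0633 without HLS replicate 1 or HLS replicate 2. It rose to 0.0805 and 0.123 without LLS replicate 1 or LLS replicate 2, to 0.0532 with DESeq2 and to 0.0548 with a replicate block. Without the mGC-like sub-cluster that came mostly from LLS replicate 2, a setting chosen after seeing the values, it was 0.0898. Without the filter on low counts PLD1 in mGC-like sums passed over all genes (edgeR adjusted p = 0.0287). ATP2B1 fell by 0.76 (SE 0.28), PLN by 0.63 (SE 0.62) and F2R by 0.29 (SE 0.24), with overlapping groups. ACTG1 and MYL6 were 0.12 (SE 0.26) and 0.35 (SE 0.25) higher in HLS, with overlapping groups. OXT did not pass the filter on low counts in CC-like sums. Without that filter it fell by 2.06 (SE 0.49, edgeR adjusted p = 0.0117 over all genes), and FTH1 rose by 1.05 (SE 0.26, edgeR adjusted p = 0.0208 over all genes). With the filter, leaving out HLS replicate 1 lowered the rise of FTH1 from 1.07 to 0.46 (SE 0.19, edgeR adjusted p = 0.264 over the list alone). Adjusted over the list alone, OXT also passed with DESeq2 (-2.37, adjusted p = 0.0499) and with per-cell names (-1.23, edgeR adjusted p = 0.0392). Without LLS replicate 3 OXT fell by 1.28 (SE 0.73, edgeR adjusted p = 0.667 over the list alone). That ewe, whose aGC-like cells held the most OXT, had the highest OXT in CC-like cells (0.518 UMI per 10000). It also held 0.474 in stromal-like and 0.302 in endothelial-like cells, against at most 0.131 and 0.0223 in the other ewes. In perivascular-like, immune-like and mGC-like cells it held 0.504, 0.486 and 0.571. An HLS ewe held more in each, at 0.788 (replicate 1), 0.509 (replicate 2) and 0.604 (replicate 3). Free OXT RNA in that library is not excluded as a source of the fall, though OXT was not highest there in every type.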

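In eGC-like sums (273903 to 4500296 UMI per ewe) 0 of 7263 genes had an adjusted p under 0.05 between HLS and LLS in edgeR, and 413 had an unadjusted p under 0.05. FOSB had a log2 fold change of -0.53 (SE 0.28), FOS of -0.18 (SE 0.31) and JUN of -0.02 (SE 0.28), with edgeR p of 0.341, 0.730 and 0.977 adjusted over the list alone, of which 34 genes were tested. All 3 genes overlapped between the groups. FOS, for example, ranged from 2997 to 5059 CPM in HLS and from 2813 to 6503 CPM in LLS ewes. The 7 genes of the AP-1 set together moved by -0.06 (camera adjusted p = 0.803). The eGC-like count depended on the setting. Without LLS replicate 3, 11 genes were called, without HLS replicate 3, 1, and without the filter on low counts 97. A replicate block called 19 and DESeq2 5.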

In eGCs, differences between the two groups were reflected in the down-regulation of the expression of transcription factor complex AP-1 composed of *FOS*, *FOSB*, and *JUN* (Fig. 7B and C).

**Fig. 7:**
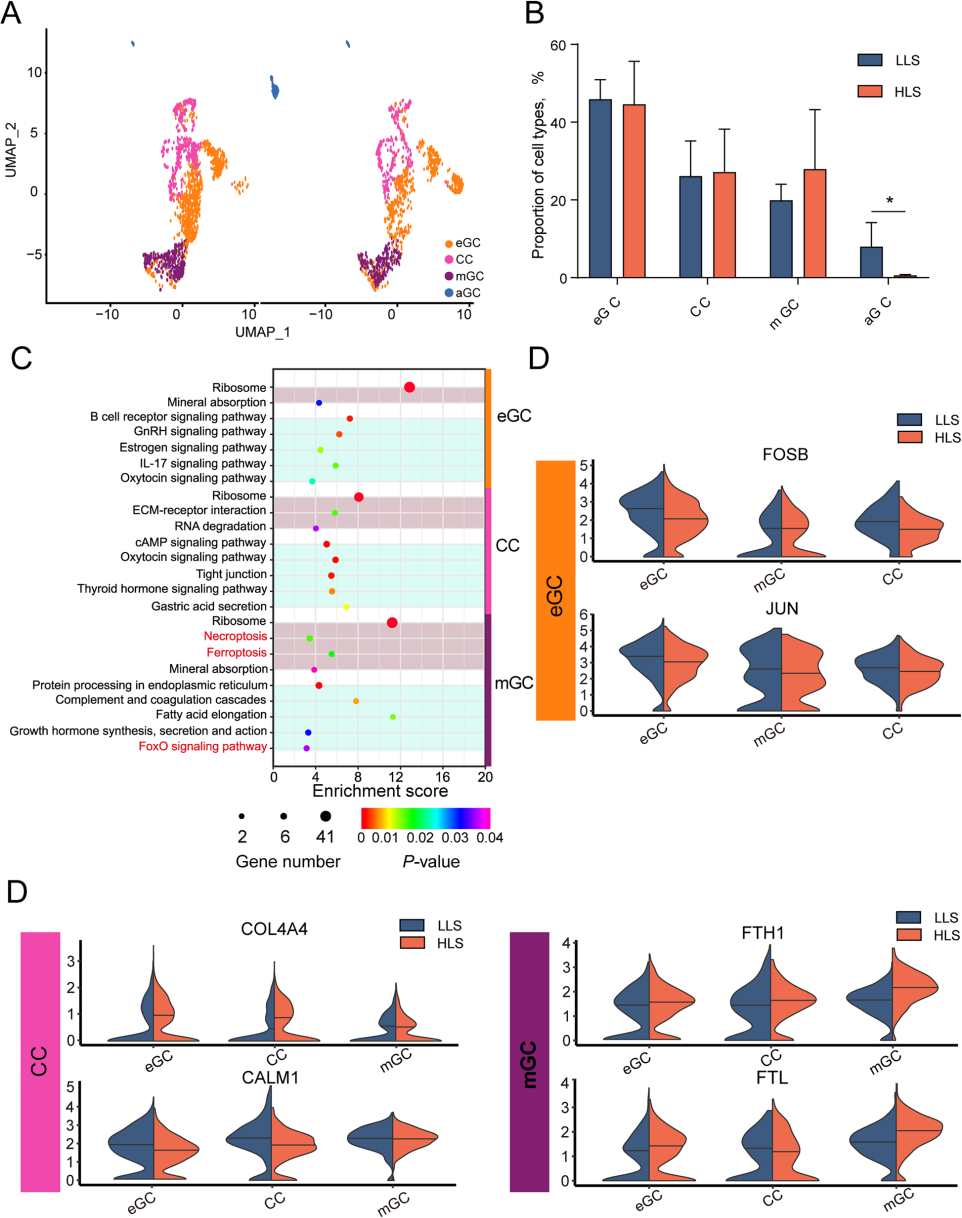
Comparison of different granulosa cell sub-type expression profiles between single/mult lamb sheep ovary. **A** Granulosa cell sub-type difference in UMAP. **B** Comparison of different granulosa cell sub-types proportion between HLS and LLS of cell Differentially expressed genes (DEGs) in a somatic cell of sheep ovary. **C** KEGG enrichment of DEGs in ovarian granulosa cell subtypes of sheep with different lambing numbers, light red indicates up-regulated, light blue indicates down-regulated. **D** Comparison of representative genes of ovarian granulosa cell subtypes in sheep with different lambing numbers

## Discussion

Every estrus cycle in sheep typically consists of three or four follicle waves development during the inter-ovulatory interval [54], and about 1–3 mature follicles ovulate [55]. Estrus is a special time window. In peripheral blood, luteinizing hormone peaks can be observed; estradiol decreases rapidly from maximal values; progesterone is at its lowest level, and ewe usually ovulate about 20 h after the onset of estrus [56]. Thus, understanding the transcriptional profiles of ovarian somatic cells during estrus is essential to investigate the mechanism of ovulation. In the present study, we investigated the differences in expression profiles of primiparous and multiparous Hu ewe ovary somatic cells by scRNA-seq, providing insight into the mechanisms underlying the differences in ovulation numbers. A total of five types of somatic cells were identified, and corresponding expression profiles were mapped in the ovaries of Hu ewe. A subtype identification of GCs was performed. Key genes involved in different subtype transitions were analyzed. The differences in cellular expression profiles were compared to identify the key factors regulating different litter sizes. These findings provide a theoretical basis for breeding high-fertility sheep and propose new targets for molecular genetics-based selection.

### Identification of ovarian somatic cells

Various cells in the ovary act in synergy to enable ovarian function, whereas existing research has not paid much attention to the function of these somatic cells, except GCs. The ovarian stroma comprises mostly incompletely characterized stromal cells (e.g., fibroblast-like, spindle-shaped, and stromal cells) [57]. In recent years, the role of stromal cells in the ovary has been revisited, and studies have identified estrogen receptors α and β in the cytoplasm and nucleus of bovine stromal cells, unlike fibroblasts, these cells are oval cells with lipid droplets and vacuoles [58]. Progesterone receptor α has been identified in stromal cells of pregnant and postpartum rabbit ovaries [59]. In the present study, a large amount of energy metabolism occurred in the ovaries during estrus for supporting ovulation. There is an extensive blood supply to the ovary, which is involved in forming dominant follicles, and the endothelium can participate extensively in the angiogenic process. The importance of combined transplantation of ovarian endothelial cells with stromal cells when performing follicular transplantation in individuals with premature ovarian failure was demonstrated to ensure the formation of a well-vascularized and well-structured ovarian-like stroma [60]. A previous study proposed that perivascular cells were multipotent progenitors that contribute to granulosa, thecal, and pericyte cell lineages in the ovary, which supports folliculogenesis [23]. The main functions of immune cells in the ovary are defense, remodeling of ovarian structure, signaling, and ovarian aging [22, 61]. In the present study, marker genes of ovary somatic cells proposed were confirmed in former studies [44] and also available as stroma cell gene signatures of Hu ewe.

Among the ovarian somatic cells, the most well-studied are the GCs. The GC is a somatic cell surrounding the oocyte co-located with the oocyte in the same follicular microenvironment. Its function is limited to the secretion of gonadotropins to stimulate ovulation and includes follicular development. GCs secrete factors, including gonadal steroids, growth factors, and cytokines are critical for GC survival and follicular growth [62, 63]. In contrast, identifying the GC subtype remains controversial, especially for sheep. In the human ovary, the expression pattern of early-stage GCs is *WT1*^high^/*EGR4*^high^/*VCAN*^low^/*FST*^low^. The expression pattern of CCs is (*VCAN*^high^/*FST*^high^/*IGFBP2*^high^/*HTRA1*^high^/*INHBB*^high^/*IHH*^high^), and the expression pattern of mGC is *WT1*^low^/*EGR4*^low^/ *KRT18*^high^/*CITED2*^high^/*LIHP*^high^/*AKIRIN1*^high^ [43]. In domestic animals, the GCs of goats were identified based on developmental trajectory. *ASIP* and *ASPN* were highly expressed in early GCs, *INHA*, *INHBA, MFGE8*, and *HSD17B1* were highly expressed in GCs during the growth phase, and *IGFBP2*, *IGFBP5*, and *CYP11A1* were highly expressed during the growth phase of GCs [42]. However, the study did not give subtype classification markers based on cell function. The present study defined GC subtypes by combining existing marker genes and functional analysis of different sub-clusters. Using pseudotime analysis, the reliability of GC subtype identification was verified. It has been found that *WT1* and *CD34* are marker genes for eGCs. *AMH* and *INHA* are marker genes for CCs, and *HTRA3* is a marker gene for mGCs. These marker genes were applicable for identifying sheep GC subtypes.

Five somatic cell lineages were identified in sheep ovaries based on their gene expression signatures. GCs were further characterized into three subtypes, marker genes for each cell type are only expressed in specific “regions” in the UMAP figure and immunofluorescence profiling, which were consistent with the anatomy of the ovary [64]. These results illustrated the reliability of the scRNA-seq data from this study. However, no luteal cells were detected in our dataset, which is consistent with our previous study [40], which implies the degradation of luteal cells during the samples collection period (estrus) or the luteal cells are difficult to collect.

### The transition of different GC subtypes

CC and mGC interact with oocytes differently in the follicle. The CC carries out bidirectional information transfer with the oocyte through gap junctions, contributing to oocyte maturation, fertilization, and early embryonic development [65]. In contrast, the mGC has multiple receptors on its surface that can secrete various hormones and cytokines that regulate follicular growth and maturation in an autocrine and paracrine manner [66]. In the present study, key genes were observed using GeneSwitches, which are involved in the transition of different GC subtypes. The suspend expression of *LOC101112291* led to the differentiation of eGCs into CCs, while the initiating of *JPH1* expression led to the differentiation of eGCs into mGCs. A previous study investigating the molecular mechanism of lambing in Hanper sheep using ovarian tissue has revealed that *LOC101112291* (*XIST*) regulates lambing number through the methylation process [20]. On the other hand, the protein expressed by the *JPH1* gene, junctophilins (JPHs), is a family of structural proteins that connect the plasma membrane with intracellular organelles such as the endoplasmic/sarcoplasmic reticulum (ER/SR). The anchoring of these membrane structures leads to highly organized subcellular connections, playing an important role in signal transduction in all excitable cell types [67]. Our study found that the expression levels of these genes expression were turned off. Therefore, *LOC101112291* and *JPH1* genes may potentially regulate the direction of differentiation of early GCs.

### Differences in transcriptional profiles of GCs in Hu sheep with different litter size

In the modern sheep production system, the reproductive performance of female animals determines the economic profitability of farming, and how to increase the number of lambs has always been the hottest spot and key in sheep breeding and reproduction research. Based on former studies, GC is vital in follicle development [62, 63, 68]. Our data revealed the number of differential genes and the key functional differences in primiparous and multiparous Hu ewes distributed in GCs, so we paid attention to these cell clusters. Li et al. [42] studied the gene expression of GCs at different stages in two populations of Jining Gray goats, and they found differences in the enrichment of GO terms of GCs at different periods in different litter size groups. The previous study showed the differences in the expression profiles of GCs at different litter size from functional analysis. In this study, the definition of the subtypes of Hu ewe GCs enabled us to discover differences in the functions of GCs in the two groups. Follicular atresia was increased in the LLS group, which was mainly caused by ferroptosis of GCs. Healthy growing follicles have a granulosa layer that is aligned with the follicular basement membrane, and no apoptotic cells are present. In the early stages of follicular atresia, apoptotic GCs gradually increase. In progressive atretic follicles, most GCs undergo apoptosis leading to severe disruption of the granulosa layer and clearance of the follicle. Apoptosis is initiated in the GCs on the inner surface of the granulosa layer, while the oocytes, as well as the inner and outer layers of the membrane, are not affected by apoptosis in the early stages of atresia [69], suggesting that GC apoptosis plays an initiating role in follicular atresia [70, 71]. Ferroptosis is a form of cell death caused by iron-dependent lipid peroxidation and ROS accumulation characterized by the reduction or loss of mitochondrial cristae and rupture of the outer mitochondrial and mitochondrial membranes condensation [72]. Zhang et al. [73] found that transferrin expression was significantly reduced, and *PCBP* expression was significantly increased in porcine early atretic follicles, suggesting that iron accumulation began to occur early in follicular atresia and ferroptosis had an essential regulatory role in follicular atresia. Another study on female infertility found that induced iron overload in GCs led to ferroptosis and suppressed oocyte maturation by releasing exosomes from GCs, suggesting that ferroptosis of GCs is detrimental to oocyte development [74]. This study found that the GCs of multiparous ewes suppressed ferroptosis by increasing the expression levels of anti-ferroptosis genes *FTH1* and *FTL*, which promotes oocyte maturation and prevents follicular atresia, contributing to the multiparous trait.

## Conclusion

In our study, we identified differences in the expression profiles of ovarian somatic cells between primiparous and multiparous Hu ewes. These differences were mainly attributed to GCs. The expression condition of *JPH1* and *LOC101112291* emerged as significant indicators for determining the evolutionary directions of granulosa cells. Additionally, *FTH* and *FTL* potentially regulate litter size by inhibiting granulosa cells ferroptosis and promoting follicle development*.* This study provides new insights into the molecular mechanisms underlying the high reproductive rate of Hu sheep.

### Supplementary Information

**Additional file 1: Table S1. **Sheep weight and production records. **Table S2.** Blood biochemical ELISA kit information. **Fig. S1.** Function enrichment of granule cell sub-cluster marker genes. **Fig. S2.** Cell trajectory by clusters. **Fig. S3.** The relative expression of key genes in the pathways in granulosa cell subtypes.

**Additional file 2. **Top 20 marker genes of GC subtype.

## Data Availability

The datasets generated and/or analysed during the current study are available in the [NCBI gene expression omnibus database] repository [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE233801, Accession Number: GSE233801].

## Abbreviations

aGC: Atretic granulosa cell
AMPK: AMP-activated protein kinase
C: Clusters
CC: Cumulus granulosa cell
CL: Sub-cluster
DEG: Differentially expressed gene
eGC: Early granulosa cell
ER/SR: Endoplasmic/sarcoplasmic reticulum
FoXo: Forkhead box O
GC: Granulosa cell
GEM: Gel beads in emulsions
GO: Gene Ontology
H&E: Hematoxylin and eosin
HLS: Highly reproductive group
KEGG: Kyoto Encyclopaedia of Genes and Genomes
LLS: Lowly reproductive group
MAPK: Mitogen-activated protein kinase
mGC: Mural granulosa cell
mTOR: Mammalian target of rapamycin
PCA: Principal component analysis
PCR: Polymerase chain reaction
PI3K: Phosphatidylinositol 3-kinase B
ROS: Reactive oxygen species
scRNA-seq: Single-cell RNA sequencing
TF: Transcription factors
UMAP: Uniform Manifold Approximation and Projection
UMI: Unique molecular identifiers

# Supplementary material for: Single-cell sequencing reveals the reproductive variations between primiparous and multiparous Hu ewes
**Source:** J Anim Sci Biotechnol. 2023 Nov 14;14:144. doi: 10.1186/s40104-023-00941-1
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Sheep weight and production records. Table S2. Blood biochemical ELISA kit information. Fig. S1. Function enrichment of granule cell sub-cluster marker genes. Fig. S2. Cell trajectory by clusters. Fig. S3. The relative expression of key genes in the pathways in granulosa cell subtypes.

**Table S1** Sheep weight and production records

**Table S2** Blood biochemical ELISA kit information

| **Item** | **Name of kit** | **Item number** | **Manufacturer** | **Origin** | |
| --- | --- | --- | --- | --- | --- |
| E_2_ | Ovine estradiol, E2 ELISA kit | F3906-B | Kexing Trading Co. Ltd. | Shanghai,  China |  |
| LH | Ovine luteinizing hormone, LH ELISA kit | F72141-B |  |  |  |
| FSH | Ovine follicle-stimulating hormone, FSH ELISA kit | F7100011-B |  |  |  |
| T | Ovine testosterone, T ELISA kit | F3907-B |  |  |  |
| Prog | Ovine progesterone, PROG ELISA kit | F3911-B |  |  |  |

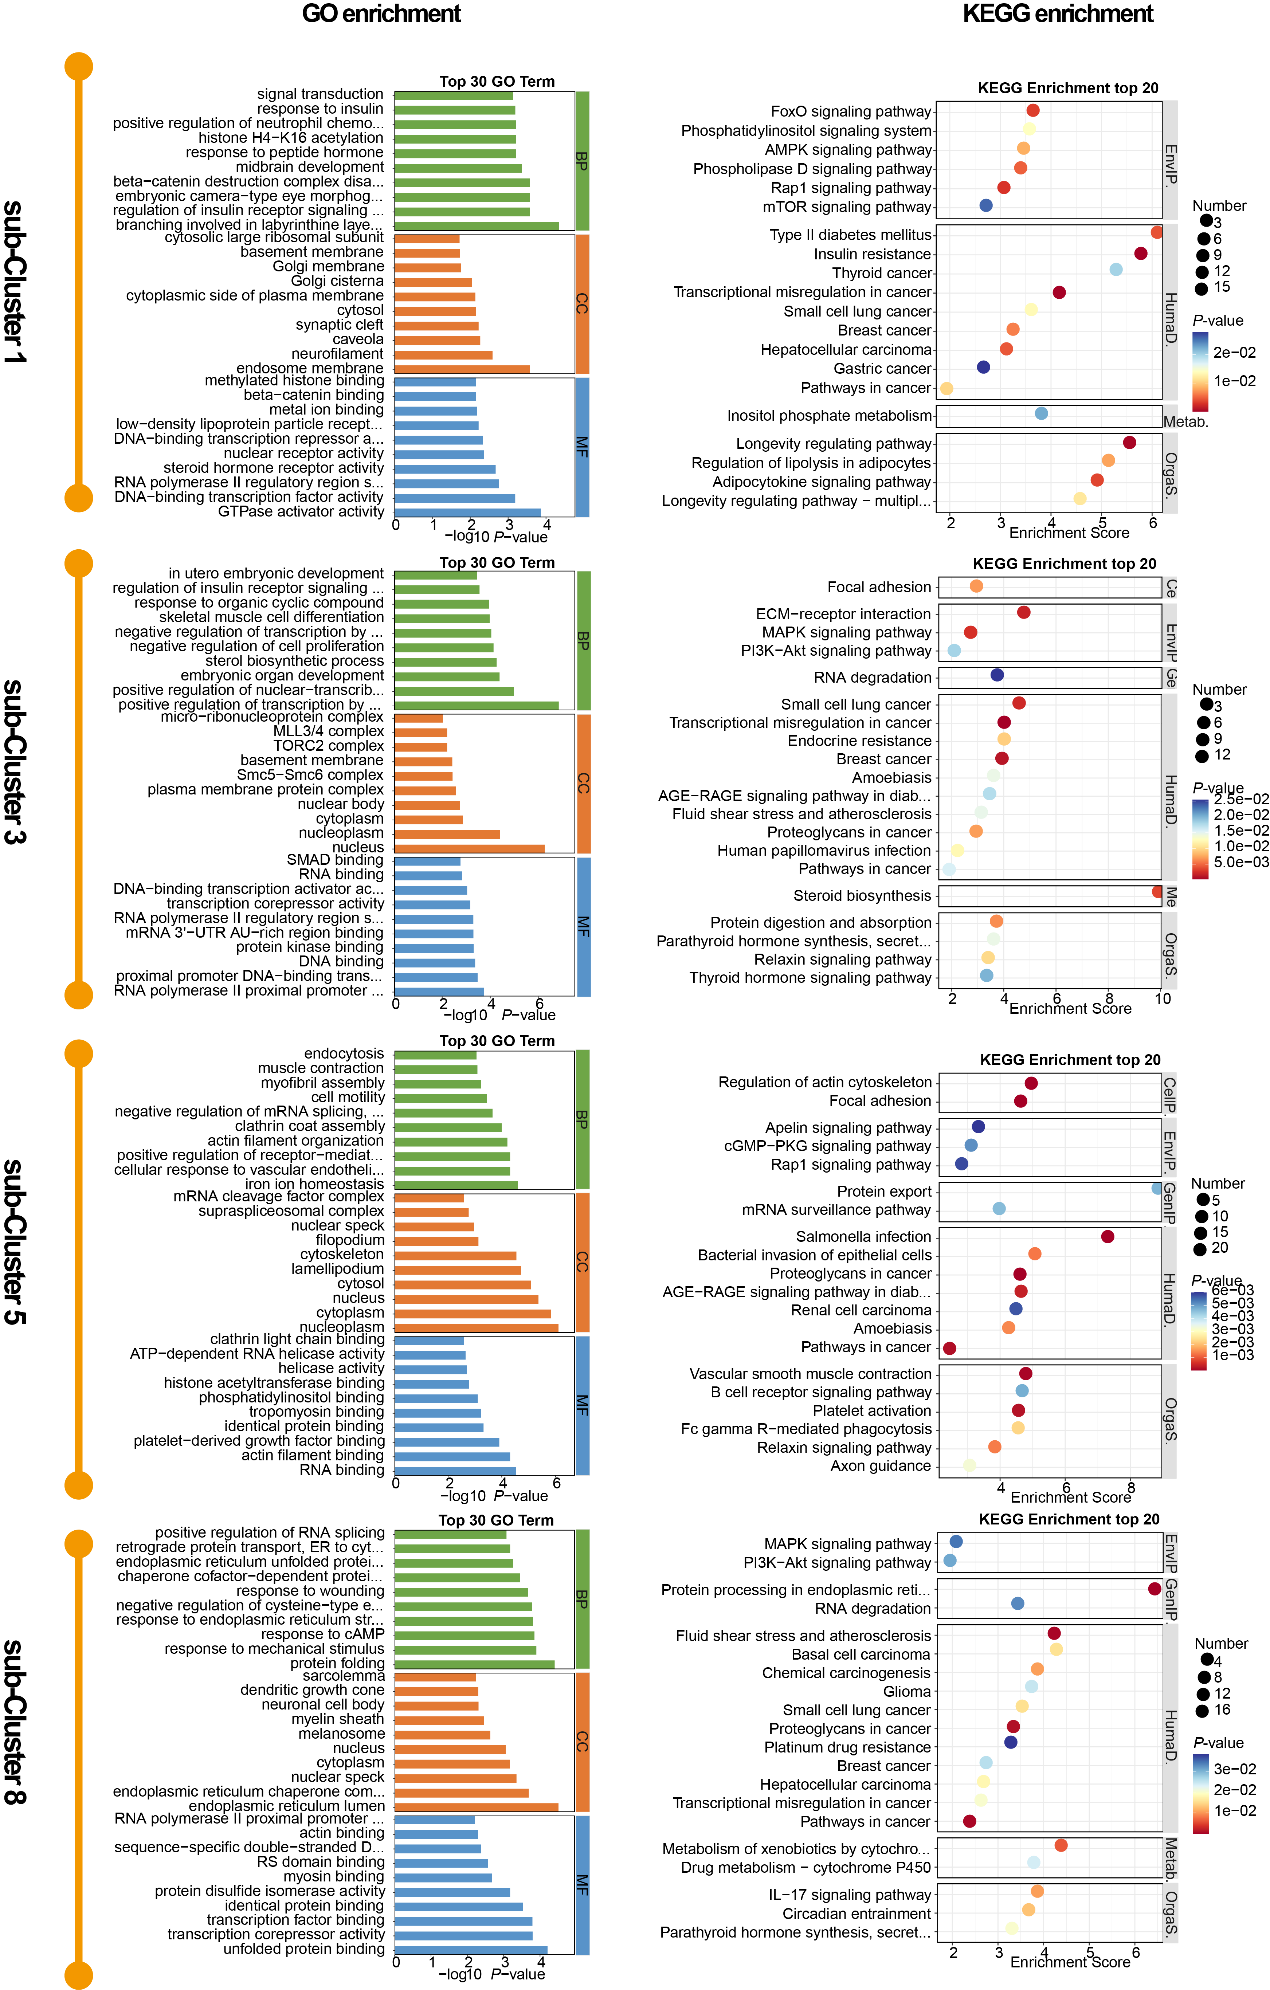

**Fig. S1** Function enrichment of granule cell sub-cluster marker genes

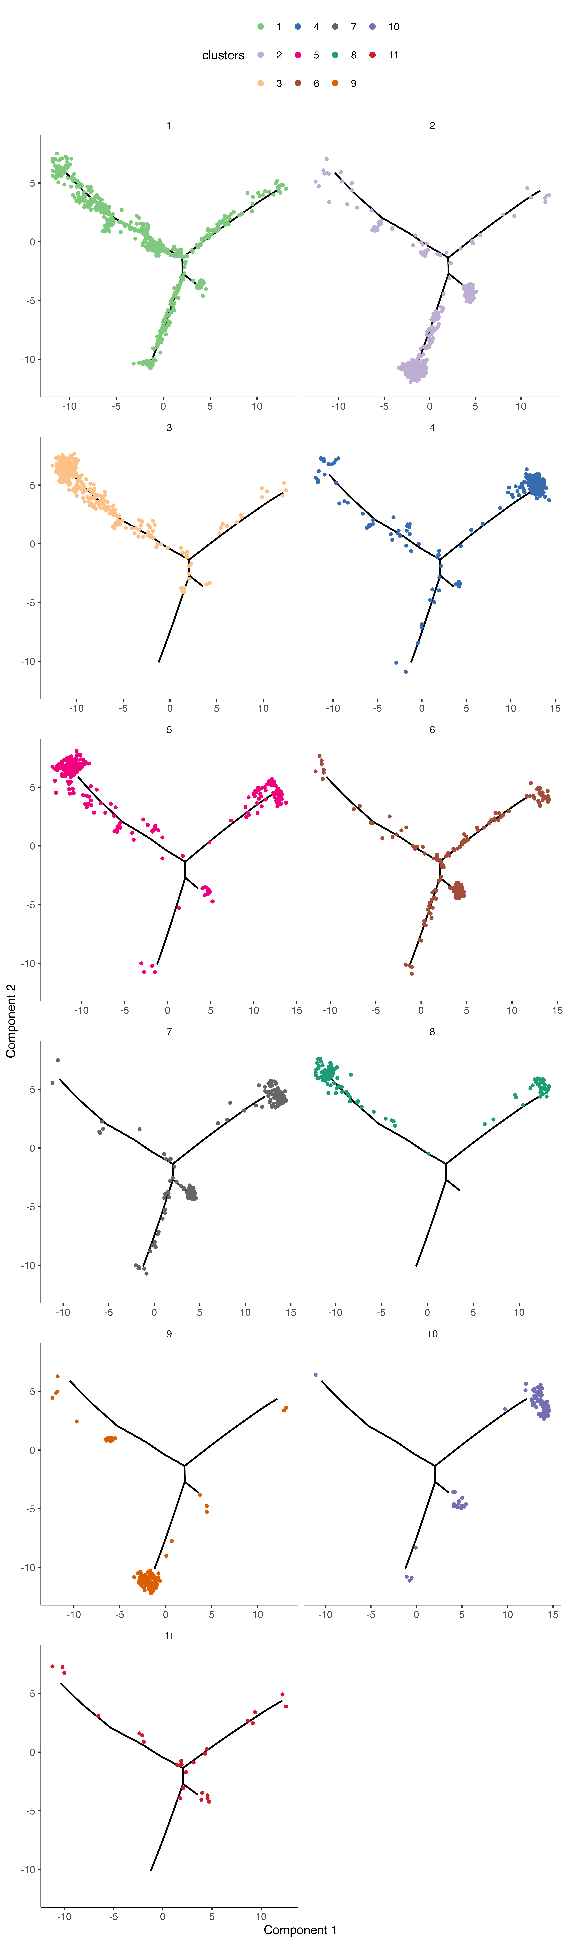

**Fig. S2** Cell trajectory by clusters

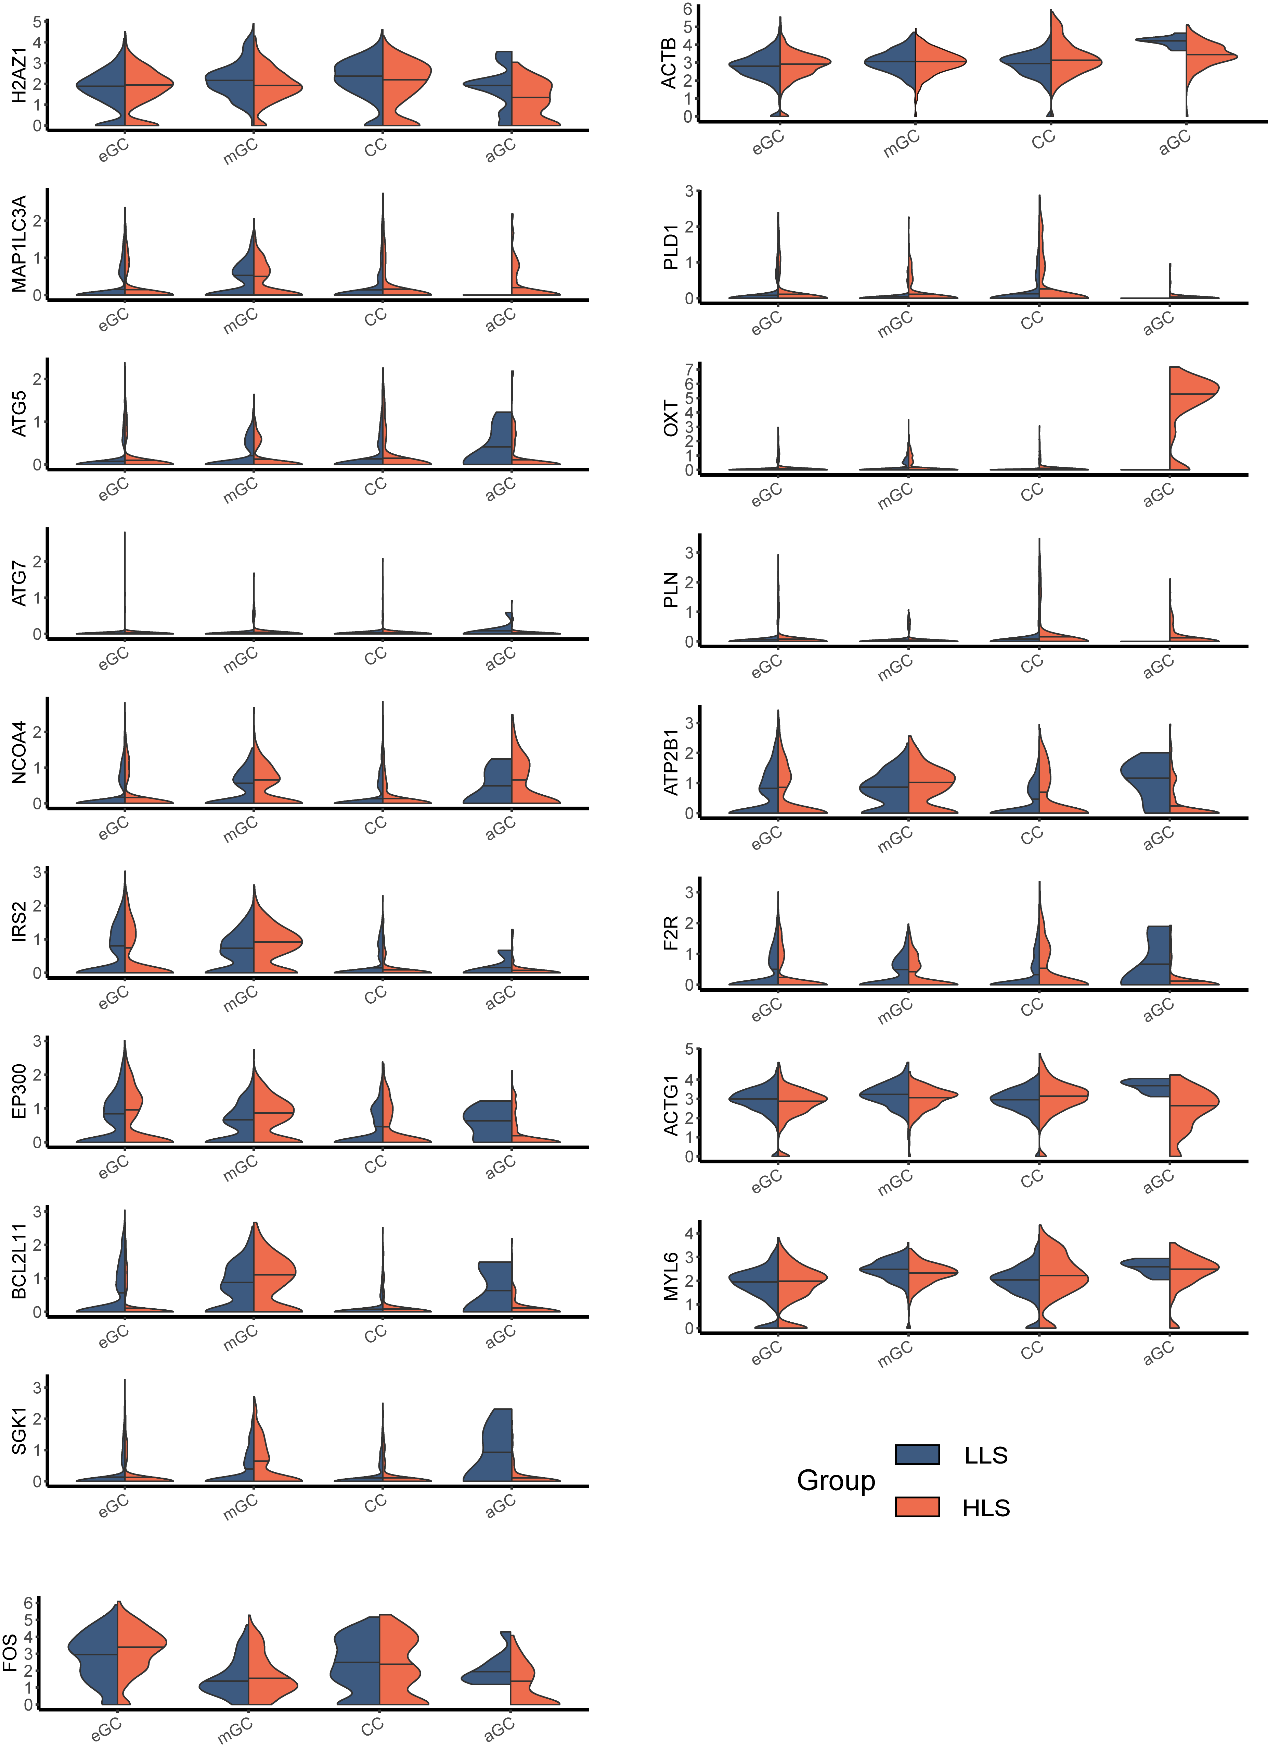

**Fig. S3** The relative expression of key genes in the pathways in granulosa cell subtypes

How the deposited data were processed for this re-analysis (not part of the article)

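One ovary of each of 6 Hu ewes, 3 of the HLS and 3 of the LLS group, was sequenced as 1 single-cell library each. The authors mapped the reads with Cell Ranger v5.0.0 and deposited for each ewe a matrix of raw UMI counts by gene and barcode, which was used here without change. Ewes were grouped as the deposited labels give them, and no pairing of ewes between groups is stated.

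Barcodes with fewer than 200 genes, fewer than 1000 UMI, a ratio of log10 genes to log10 UMI under 0.7, more than 10% mitochondrial UMI or more than 5% haemoglobin UMI were removed, which are the limits the authors state. Doublets were called per ewe from the neighbours of simulated doublets (2 per cell, expected share 0.8% per 1000 cells), in place of DoubletFinder. Of 52290 barcodes, 36528 were retained, with a median of 7287, 7761 and 6579 UMI per cell in HLS replicates 1, 2 and 3 and of 9693, 5234 and 5502 in LLS replicates 1, 2 and 3. Counts were scaled per cell and log-transformed, and 2000 variable genes were reduced to 30 principal components. A graph of 20 neighbours was clustered with the Leiden algorithm of igraph 0.11.9 at a resolution of 0.8. This part ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and figures were drawn with matplotlib 3.10.9.

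Clusters were named from the marker genes the paper lists and from others added here for the same types, and for theca, luteal, red blood and cycling cells. Granulosa cells were clustered again without the 36 genes whose change the paper reports, and subtypes were named from the genes of Additional file 2. The following choices were made after the clusters had been seen: the minimum marker score and its scoring rule, the joining of theca-like with stromal-like cells, the rule by which the atretic cluster joined the granulosa cells, the separate group of cycling cells, the removal of sub-clusters led by other types, and the use of all deposited barcodes for the depth that a named cluster must reach. The design and 61 alternatives were fixed before the data were examined, while 13 alternatives and 21 of the 34 tests of explanations were added later.

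UMI were summed per ewe and cell type for types with at least 10 cells in the ewe. Genes were filtered on low counts, scaled with TMM factors and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, HLS against LLS, and between granulosa subtypes with the ewe as a block. DESeq2 1.42.0 was an alternative. Sets of genes were tested with camera (correlation 0.01) and fry of limma 3.58.1, and matrices were read with Matrix 1.6.5. Shares of cells were compared by two-sided exact permutation tests, and sets between types by exact sign-flip tests over ewes. Adjusted p values are from the Benjamini-Hochberg method, with a threshold of 0.05. The edgeR test was tested on simulated data with 200 changed genes in each of 3 simulations. Their log2 fold changes were from 0.58 to 3 in size. As an alternative, cells were used as replicates in a Wilcoxon rank-sum test for genes detected in at least 10% of cells. Its limits were those of the authors, a log2 fold change over 0.58 or a fold change over 1.2. Its calls used an unadjusted p under 0.05.

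Other alternatives were no doublet removal, a mitochondrial limit of 20%, other resolutions, expression centred per ewe, names from per-cell marker scores, no filter on low counts, scaling without TMM factors, thinned cells or sums, a block for the replicate number, and each ewe left out in turn. The text names the genes of the 36 and the marker genes the paper lists, apart from some that are not reported, and, for each type, up to 3 of the largest rises and falls among genes past the adjusted threshold whose groups do not overlap. No gene met the last condition between HLS and LLS.

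The counts list CYP19A1 as CYP19. The enrichment tables, the pseudotime of Monocle2, GeneSwitches and DoubletFinder were not repeated, and blood, histology and staining were not analysed here.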

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

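Of the tests given in this part, those of 1 library, of depth, of free RNA, of length bias as a part of the difference and of length bias in FTL were chosen only after the result was seen.

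The difference between HLS and LLS ewes in FTH1 was not the same in mGC-like as in immune-like sums. This was 1 of 12 tests of FTH1 and FTL between mGC-like cells and another type or subtype. The log2 fold change was 0.74 in mGC-like and 1.58 in immune-like sums, a difference of -0.87 (SE 0.24, edgeR adjusted p = 0.0319 over the 12 tests and 0.997 over all genes, where 0 genes passed 0.05). The other 11 had an adjusted p of at least 0.409. The call was lost without HLS replicate 2 (-0.79, adjusted p = 0.188), HLS replicate 3 (-0.87, 0.114), LLS replicate 1 (-0.70, 0.163) or LLS replicate 2 (-0.92, 0.0921), and held without HLS replicate 1 (-0.99, 0.0391) and LLS replicate 3 (-1.02, 0.000886).

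A different mix of lymphocytes and macrophages does not explain all of the immune-like part. Within the macrophage-like cluster FTH1 was still 1.58 higher in HLS on the log2 scale. All 3 HLS ewes lay above the LLS ewes there (two-sided exact p = 0.10, the smallest possible). In the lymphocyte-like cluster FTH1 was 0.52 higher, and the groups overlapped (two-sided exact p = 0.20).

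The mGC-like part rested on 1 library. Without HLS replicate 1 the log2 fold change of FTH1 was -0.0455, so that ewe carries the difference. A difference in depth between sums does not explain it, as FTH1 kept 0.67 with sums thinned to the same total.

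HLS replicate 1 had more FTH1 and FTL in all 8 sums. Free RNA in the library does not explain the immune-like part, because the excess of FTH1 in CPM was 11.3 times as large there as in the type with the least (4.18 times for FTL), where free RNA would add a like amount to each. In the other 4 types the excess of FTH1 differed by only 1.76 times. The lymphocyte-like cluster (median depth 2372 UMI over all ewes) held 500 CPM of FTH1 and 252 CPM of FTL in that ewe in all. The excess in those 4 types was larger, from 644 to 1133 CPM for FTH1 and from 480 to 940 CPM for FTL. This argues against free RNA as the source of the whole excess there, while a part from free RNA is not excluded.

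Gene length bias of the library does not explain all of the excess of FTH1, which deviated by 1.65 on the log2 scale in mGC-like sums, beyond the upper bound of 1.42 of 400 genes of like length and level. For FTL, length bias and a higher expression cannot be told apart: FTL lay above the bound of its own sum in 6 of 8 sums, but inside it in eGC-like (1.36, as is the bound) and CC-like sums (1.46 against 1.55), and the sums share cells and a library. It may explain a part of the difference in FTH1, since those genes had a median deviation above 0 in 8 of 8 sums. A higher ferritin expression in this ewe remains a hypothesis, and 1 ewe cannot separate it from an effect of its library.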

How the results depend on the processing

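No test in this part was used to choose the main setting, and the tests with sub-clusters left out (that of cell cycle genes included) or renamed, with the depth rule on retained cells and with theca-like cells apart were chosen only after the result was seen.

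Of 38 main comparisons with 494 alternatives, 420 alternatives kept direction and side of the threshold, and 22 results changed under at least 1. Of 75 named genes between subtypes with 981 alternatives, 904 were unchanged, 77 lost the threshold and 0 reversed. Of 21 named sets with 210 alternatives, 167 were unchanged, 29 lost the threshold (16 of them under fry), 4 gained it and 10 reversed. Where no reason is given below, the cause was not tested.

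The count of 0 genes between HLS and LLS held without doublet removal, with per-cell names, with or without TMM factors and, for the 3 granulosa subtypes, at both other GC resolutions. Without TMM factors the median log2 fold change moved from near 0 to -0.18 in eGC-like and -0.17 in granulosa-like sums. DESeq2 called 4 genes in endothelial-like, 4 in granulosa-like, 7 in stromal-like, 2 in perivascular-like, 20 in immune-like, 5 in eGC-like, 2 in CC-like and 3 in mGC-like sums. Without the filter on low counts, 12 were called in perivascular-like, 169 in immune-like, 97 in eGC-like, 64 in CC-like and 107 in mGC-like sums. That setting tests more genes, and other splits of the ewes called as many: 8, 3, 3, 6 and 8 of 10, the real split included.

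With cells as replicates and a log2 fold change over 0.58, 18 genes were called in endothelial-like, 38 in granulosa-like, 20 in stromal-like, 18 in perivascular-like, 38 in immune-like, 65 in eGC-like, 37 in CC-like and 55 in mGC-like cells. With a fold change over 1.2 there were 188, 294, 257, 250, 243, 437, 254 and 481. This test calls genes at an unadjusted p under 0.05 and takes cells of 1 ewe as independent.

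With 1 library left out, 1 gene was called in stromal-like and 1 in perivascular-like sums (without LLS replicate 1), and 2 in CC-like sums (without LLS replicate 1). In immune-like sums 2 were called without LLS replicate 2, and 1 without HLS replicate 3 or LLS replicate 1. In eGC-like sums 11 were called without LLS replicate 3 and 1 without HLS replicate 3.

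With the replicate number as a replicate block, 1 gene was called in immune-like, 19 in eGC-like and 1 in CC-like sums, and 22 sets by camera. Ewes of the same number were not alike: the correlations of their deviations in endothelial-like sums were -0.29, -0.46 and 0.41, so the numbers do not pair the ewes. The block changed no other call of the main comparisons. Of the genes the paper names, PLD1 in mGC-like sums lost its call (edgeR adjusted p = 0.0548 over the list alone).

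FTH1 in mGC-like sums ranged from -0.0455 (without HLS replicate 1) to 1.04 with 1 library left out. Its difference from immune-like sums ranged from -1.02 to -0.70, and passed the threshold in 2 of the 6 cases. In immune-like sums FTH1 (edgeR adjusted p = 0.712 over all genes in the main setting) passed over all genes with DESeq2 (0.00413) and without the filter on low counts (0.000248).

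Shares of cells depended on single ewes. The difference in granulosa-like cells ranged from -1.42 (without HLS replicate 3) to 4.08 percentage points, and that in immune-like cells from -4.09 to 0.478 (without HLS replicate 1). In perivascular-like cells it ranged from -0.488 (without HLS replicate 2) to 0.825, with -0.335 without LLS replicate 2, 2.14 with per-cell names and -0.972 with the depth rule on retained cells. The share of aGC-like among all cells was 0.379 higher in HLS with per-cell names. The eGC-like share ranged from -9.72 (without HLS replicate 3) to 12.3, with -0.625 without LLS replicate 1 and -0.372 without LLS replicate 2. It was -1.46 with a mitochondrial limit of 20%, -0.553 at a GC resolution of 2 times, -2.79 with expression centred per ewe and -3.85 with sub-clusters of one ewe left out. The CC-like share ranged from -5.20 (without HLS replicate 2) to 14.5. It was -0.478 at 20%, -0.657 centred, -3.33 with the CYP19-high sub-cluster and -0.195 with sub-clusters of one ewe left out. The mGC-like share ranged from -8.85 (without HLS replicate 1) to 19.4 and was -3.32 with per-cell names.

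Thinning cells to 2000 UMI gave 1683 genes, against 3327, between CC-like and eGC-like, 1238 against 3170 between mGC-like and eGC-like and 1726 against 4499 between mGC-like and CC-like cells, with fewer genes tested (3341, 3582 and 3681). Without the CC-like sub-cluster led by cell cycle genes, 2898 of 6976 tested genes were called between CC-like and eGC-like and 3551 of 7360 between mGC-like and CC-like cells. OXT and FTL between CC-like and eGC-like and FNDC3B, H2AZ1 and MAP1LC3A between mGC-like and CC-like cells then lost the threshold. Without TMM factors the genes between mGC-like and eGC-like cells were 1910 higher and 1262 lower, against 1588 and 1582.

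For sets, fry called 0 of 72 where camera called 24, and leaving out 1 library gave 19 to 28 calls. Camera called 23 without TMM factors and 24 with TMM factors from non-ribosomal genes. Without HLS replicate 1, ribosomal proteins in endothelial-like cells were -0.0397 (range to 0.48) and oxidative phosphorylation in immune-like cells -0.0665 (to 0.36). ECM-receptor interaction in endothelial-like cells was 0.00966 without LLS replicate 2 (from -0.21). In immune-like cells it ranged from -0.0136 (without LLS replicate 3) to 0.15 and was -0.0391 without TMM factors. Without HLS replicate 2, cholesterol biosynthesis was -0.19 in endothelial-like (to 0.75) and -0.0290 in granulosa-like cells (to 0.39). Steroidogenesis in stromal-like cells ranged from -0.13 (without LLS replicate 2) to 0.28 and was -0.0652 without TMM factors. Against other types, steroidogenesis in granulosa-like cells ranged from -0.13 to 0.0376 and was 0.0376 without HLS replicate 1, 0.0349 without HLS replicate 3, 0.0320 without LLS replicate 3 and 0.11 without TMM factors.

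In simulated data edgeR recovered from 34.8% of changed genes in endothelial-like to 55.8% in eGC-like sums, and from 66.0% to 98.0% of those changed by at least 4 times. With 200 changed genes it called from 75.3 to 121 genes on average. Many of the 200 changed genes were changed by at least 4 times, so smaller changes were recovered less often than these totals. A count of 0 thus goes against 200 changes with this mix of sizes, and does not exclude fewer or smaller ones.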

Differences from the paper's values

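All tests compared here were planned, apart from the settings with sub-clusters of one ewe left out and with the CYP19-high sub-cluster, which were among the tests chosen only after the result was seen.

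The paper gives 20 clusters, and 32 were found. A resolution of 0.5 times gave 22, which closes the gap. Here and below, a gap counts as closed where the values lie within 1.5 times of each other, so a difference can remain.

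The paper gives 61 genes higher and 179 lower in HLS in endothelial cells, 115 and 168 in granulosa, 65 and 108 in stromal, 74 and 181 in perivascular and 105 and 179 in immune cells, and the sums per ewe gave 0 in each. Using cells as replicates with a fold change over 1.2 gave 68 and 120, 103 and 191, 76 and 181, 85 and 165, and 80 and 163, which closes the gap for all except the stromal genes lower in HLS (108 in the paper, 181 here), which no alternative closes. For immune genes higher in HLS, the sums without the filter on low counts (90) also close it. Calls with cells as replicates were made at an unadjusted p under 0.05. The genes that passed with cells as replicates at a log2 fold change over 0.58 include FTH1 (0.76), FTL (0.66) and FOSB (-0.73) in mGC-like, FOSB (-0.81), FOS (-0.63) and JUN (-0.61) in eGC-like and AMH (0.71) in CC-like cells, and FTH1 in stromal-like (0.64) and perivascular-like cells (0.65). A fold change over 1.2 adds H2AZ1 (0.42) and IRS2 (-0.26) in mGC-like and OXT (-0.40) and ATP2B1 (-0.40) in CC-like cells. Of these, OXT in CC-like cells passed in the sums over all genes, and only without the filter on low counts (-2.06, edgeR adjusted p = 0.0117). Without LLS replicate 3, whose stromal-like and endothelial-like cells also held more OXT than in the other ewes, it was -1.28 (edgeR adjusted p = 0.667 over the list alone). Adjusted over the list alone, genes whose change the paper reports in the same subtype also passed in some settings. In CC-like sums these were PLD1 and ATP2B1 without the filter (edgeR adjusted p = 0.00284 and 0.0359) and PLD1 and OXT with DESeq2 (0.0333 and 0.0499). OXT also passed with per-cell names (0.0392) and, with a setting chosen after seeing the values, PLD1 with the CYP19-high sub-cluster (0.0293). In mGC-like sums FTL passed without the filter (0.0231). AMH, which the paper names as a CC marker, passed in CC-like sums without the filter (0.0125), with DESeq2 (0.0333) and with the CYP19-high sub-cluster (0.0293).

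For eGC in LLS ewes the paper's figure gives about 46% of granulosa cells (Fig. 7A, read by eye), and 27.8% was found. The alternatives planned in advance that bring it within 1.5 times, all still below the paper's value, are a mitochondrial limit of 20% (37.2%), a GC resolution of 0.5 times (36.7%), per-cell names (32.0%), expression centred per ewe (33.3%), and leaving out LLS replicate 1 (31.4%) or LLS replicate 2 (31.2%). Leaving out sub-clusters of one ewe, chosen after seeing the values, gave 34.7%. For aGC in HLS ewes the figure gives about 0.5% (Fig. 7A, read by eye), and 0% was found, which no alternative closes. A setting that gives 0% cannot lie within 1.5 times of any share, so the rule decides nothing there. The counts of 0 allow up to 1.08%, 0.671% and 0.343% in HLS replicates 1, 2 and 3. The figure's value is thus not excluded in HLS replicates 1 and 2. Names were rebuilt here, so cells counted as a subtype can differ from the paper's.

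The paper names TNNI3 among eGC markers, but it was higher in CC-like (6.48 UMI per 10000) than in eGC-like cells (1.87). It names FSHR for mGCs, which was higher in CC-like (1.58) than in mGC-like cells (0.777), and IGFBP2 for CCs, which was higher in eGC-like (25.2) than in CC-like cells (14.7). TNNI3 is among the CC genes and IGFBP2 among the eGC genes of Additional file 2 by which cells were named here, so these orders follow in part from the naming and are no test of the paper's. FSHR is not among the subtype genes used for naming. Along the branch to mGCs the paper lists ACTG1, LDHB and ATP5MG among genes that start to be expressed, and from eGC-like to mGC-like cells they changed by 0.21, 0.18 and -0.08 on the log2 scale, none past the adjusted threshold.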

Other observations

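In this part, the tests of luteal cells, of haemoglobin, of the low-mitochondrial sub-cluster, of library batches, of the CYP19-expressing follicle, of immune RNA and of the gene splits were chosen only after the result was seen.

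The 10 ways to split the 6 ewes into 3 and 3 bear on the counts of genes. With sums and edgeR, 10 of 10 splits gave as many genes as HLS against LLS in each of the 8 types and subtypes, since the count was 0, which fixes this outcome and tests nothing. With cells as replicates, as many genes were called in 8 splits for endothelial-like, 3 for granulosa-like, 5 for stromal-like, 4 for perivascular-like, 5 for immune-like, 4 for eGC-like, 10 for CC-like and 4 for mGC-like cells, and as many sets by camera in 6 splits. A difference between HLS and LLS and a difference between ewes grouped by chance cannot be told apart by the counts with cells as replicates and of sets, as 10 splits are too few.

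The aGC-like cells of LLS replicate 3 may be luteal cells, a hypothesis tested with genes not used for their name. All 5 of 5 luteal markers (STAR, CYP11A1, LHCGR, PTGFR and FDX1) were higher in them than in granulosa-like cells of the same ewe. STAR (0.0918 UMI per 10000) and LHCGR (0.125) were low, below theca-like cells (0.278 and 9.76), and LHCGR was also below granulosa-like cells over all 6 ewes (0.206). CYP11A1 (12.2), PTGFR (4.66) and FDX1 (11.3) were above theca-like cells (6.29, 0.0805 and 9.13). So the name rests on 3 of the 5 genes and remains open. These cells also held 0 UMI of AMH and FSHR per 10000, against 0.464 and 0.962 in granulosa-like cells of the same ewe. The paper states that no luteal cells were found. Free haemoglobin RNA in that library does not explain their haemoglobin, at 92.9 UMI per 10000 against at most 0.345 in the other types of that ewe.

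LOC101112291 was lower in CC-like than in eGC-like sums. Cells with little mitochondrial RNA do not explain it (log2 fold change -0.75 without that sub-cluster), nor does depth per cell (-1.22 with cells thinned to the same UMI).

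AP-1 genes were 1.02 higher in eGC-like sums than in the other subtypes, on the log2 scale (6 of 6 ewes, exact sign-flip p = 0.03125, adjusted p = 0.0563). A response to tissue digestion is a hypothesis that fits: the dissociation stress set, which holds no AP-1 subunit, was also higher there, by 0.55.

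A pair of endothelial-like clusters came mostly from HLS replicate 2 and LLS replicate 1. A difference between library batches and a biological difference cannot be told apart, as the deviations of the 2 libraries correlated by 0.0225 in stromal-like and 0.71 in endothelial-like sums. A large CYP19-expressing follicle in both ovaries is a hypothesis: these ewes ranked highest for CYP19 (rank sum 3), which chance gives in 1 of 15 pairs, so it may explain the clusters but is not shown to. FTL was lowest in the same 2 ewes in every type. Here too a difference between library batches and a biological difference cannot be told apart, as 3 of 15 pairs of libraries, this pair included, were set apart by as many genes.

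Interferon-induced genes were high in mGC-like cells of LLS replicate 2. RNA of immune cells does not explain this: relative to immune-like cells of that ewe, PTPRC stood at 0.00336, against 1.67 for MX1, 0.915 for MX2, 0.647 for ISG15 and 0.386 for RSAD2.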
